# Differential regulation of flower transpiration during abiotic stress in annual plants

**DOI:** 10.1111/nph.18162

**Published:** 2022-05-12

**Authors:** Ranjita Sinha, Sara I. Zandalinas, Yosef Fichman, Sidharth Sen, Shuai Zeng, Aurelio Gómez‐Cadenas, Trupti Joshi, Felix B. Fritschi, Ron Mittler

**Keywords:** climate change, drought, heat stress, soybean, stomata, stress combination, transpiration, yield

## Abstract

- Heat waves occurring during droughts can have a devastating impact on yield, especially if they happen during the flowering and seed set stages of the crop cycle. Global warming and climate change are driving an alarming increase in the frequency and intensity of combined drought and heat stress episodes, critically threatening global food security.
- Because high temperature is detrimental to reproductive processes, essential for plant yield, we measured the inner temperature, transpiration, sepal stomatal aperture, hormone concentrations and transcriptomic response of closed soybean flowers developing on plants subjected to a combination of drought and heat stress.
- Here, we report that, during a combination of drought and heat stress, soybean plants prioritize transpiration through flowers over transpiration through leaves by opening their flower stomata, while keeping their leaf stomata closed. This acclimation strategy, termed ‘differential transpiration’, lowers flower inner temperature by about 2–3°C, protecting reproductive processes at the expense of vegetative tissues.
- Manipulating stomatal regulation, stomatal size and/or stomatal density of flowers could serve as a viable strategy to enhance the yield of different crops and mitigate some of the current and future impacts of global warming and climate change on agriculture.

## Introduction

The unyielding increase in atmospheric and oceanic temperatures, termed ‘global warming’, is causing drastic changes in our climate, termed ‘climate change’ (Lobell *et al*., 2011; Steg, 2018; Bailey‐Serres *et al*., 2019; Alizadeh *et al*., 2020; Overpeck & Udall, 2020; von der Gathen *et al*., 2021; Zandalinas *et al*., 2021; Zhai *et al*., 2021). As a result, large areas of our planet are increasingly exposed to floods or extended droughts combined with extreme temperatures (Mazdiyasni & AghaKouchak, 2015; Alizadeh *et al*., 2020; Overpeck & Udall, 2020; Rivero *et al*., 2022; Zandalinas *et al*., 2021). Historically, extended droughts combined with heat waves have been the cause of catastrophic reductions in agricultural productivity estimated at billions of dollars per episode (e.g. the drought and heat wave combination events that occurred during the summers of 1980 and 1988 in the US resulted in losses to agriculture estimated at $33 and 44 billion, respectively; https://www.ncdc.noaa.gov/billions/; Mittler, 2006; Lobell *et al*., 2011; Rivero *et al*., 2022). Because global warming and climate change are increasing the frequency and intensity of drought and heat stress combination events worldwide, more studies are needed to understand how crops and other plants respond to this type of stress combination (Mazdiyasni & AghaKouchak, 2015; Alizadeh *et al*., 2020; Rivero *et al*., 2022; Zandalinas *et al*., 2021; Zhai *et al*., 2021). Agricultural experience, as well as multiple studies conducted with different crops, revealed that the effects of drought and heat stress combination on yield of many major grain crops is most severe when the stress combination occurs during the reproductive stage of plant growth (Rollins *et al*., 2013; Mahrookashani *et al*., 2017; Lawas *et al*., 2018; Liu *et al*., 2020; Cohen *et al*., 2021b; Rivero *et al*., 2022; Sinha *et al*., 2021).

Plant reproduction, that is, the developmental process of flower organs (including stamens and stigma), the maturation of pollen and egg cells, pollen shedding, interactions with stigma, germination, growth and eventually fertilization, as well as embryo development and seed filling, are all highly sensitive to elevated temperatures (Santiago & Sharkey, 2019; Djanaguiraman *et al*., 2020; Chaturvedi *et al*., 2021; Sze *et al*., 2021). It was recently proposed that the tightly synchronized nature of the developmental programs involved in these processes, as well as their reliance on certain stress‐related programs (e.g. the stress‐associated dehydration program of pollen grains), reactive oxygen species (ROS) and hormone signaling, under nonstress conditions, makes them more sensitive to stress (Sinha *et al*., 2021; Sze *et al*., 2021). Stresses such as drought or heat, or their combinations, may therefore disrupt these tightly synchronized processes by triggering the activation of stress programs and/or the accumulation of different hormones, ROS or other signals, out of sync with the proper developmental process, leading to the production of immature or malnourished pollen, egg cell programmed cell death and other disruptive processes that decrease yield (Martin *et al*., 2013; Lassig *et al*., 2014; Daneva *et al*., 2016; Zhang *et al*., 2020; Sinha *et al*., 2021; Sze *et al*., 2021).

Many important grain crops such as wheat (*Triticum aestivum*), rice (*Oryza sativa*) and soybean (*Glycine max*) are self‐pollinating and do not require vectors such as insects or wind for cross‐pollination (Liu *et al*., 2006). In many legumes and important grass species, self‐pollination occurs even before the flower opens (i.e. the pollen is transferred to the stigma of the same flower within the closed flower – termed cleistogamy or pseudocleistogamy; Campbell *et al*., 1983; Takahashi *et al*., 2001). Although, under controlled nonstressed conditions, cleistogamy/pseudocleistogamy protects many aspects of the reproductive process from external factors such as low humidity, UV radiation, pathogens and/or other potential stressors, under conditions of drought, or drought combined with heat stress, when transpiration is suppressed, the internal temperature of the flower could rise to high values that would inhibit reproduction (Lawas *et al*., 2018; Wei *et al*., 2018; Sinha *et al*., 2021).

Transpiration in plants is primarily controlled by changes in stomatal aperture and the water vapor pressure differential between the plant and the atmosphere (Will *et al*., 2013; Lawson & Matthews, 2020). When stomata are open, transpiration can occur at a higher rate and cool the plant. This was demonstrated for leaves of different plants subjected to heat stress (Zhou *et al*., 2015; Balfagón *et al*., 2019; Zandalinas *et al*., 2020a). By contrast, during drought, stomata are closed to prevent water loss and plant temperature increases as a result of lack of transpiration. Interestingly, during a combination of drought and heat stress, stomata on leaves of many different plant species are closed and leaf temperature is higher than that of plants subjected to heat alone (Rizhsky *et al*., 2002, 2004; Carmo‐Silva *et al*., 2012; Zandalinas *et al*., 2016; Cohen *et al*., 2021a). Because the temperature of reproductive processes (occurring within the flowers of cleistogamous plants) plays such a critical role in the overall yield of many crops, we studied how a combination of drought and heat stress (which has a devastating impact on yield; Mittler, 2006; Lobell *et al*., 2011; Rollins *et al*., 2013; Mahrookashani *et al*., 2017; Lawas *et al*., 2018; Liu *et al*., 2020; Cohen *et al*., 2021b; Rivero *et al*., 2022; Sinha *et al*., 2021), would impact flower stomatal aperture, transpiration and inner temperature in two different plants: soybean and tobacco (*Nicotiana tabacum*). Here, we report that during a combination of drought and heat stress, plants prioritize transpiration through flowers over transpiration through leaves by opening their flower stomata, while keeping their leaf stomata closed. This strategy, termed ‘differential transpiration’, lowers flower temperature by about 2–3°C, and represents a newly discovered acclimation mechanism of plants to different abiotic stresses that result in higher inner flower temperature (e.g. combinations of drought, pathogen infection, mechanical injury, high CO_2_ or air pollution, such as ozone, that cause stomatal closure with heat stress). Manipulating stomatal regulation, stomata size and/or stomata number (i.e. stomatal density) of flowers could therefore serve as a viable strategy to enhance the yield of different crops in the face of our uncertain current and future climates.

## Materials and Methods

### Plant material and stress treatments

Soybean seeds (*Glycine max* cv *Magellan*; United States Department of Agriculture‐Germplasm Resources Information network germplasm collection; https://npgsweb.ars‐grin.gov/) were inoculated with *Bradyrhizobium japonicum* inoculum (N‐DURE, Verdesian Life Sciences, Cary, NC, USA) and germinated in Promix HP (Premier Tech Horticulture, Quakertown, PA, USA) under short‐day growth conditions (12 h : 12 h, 28°C : 24°C, light : dark, 500 μmol photons m^−2^ s^−1^, with the temperature linearly increased from 24 to 28°C between 06:00 and 08:00 h and linearly decreased to 24°C between 16:00 and 20.00 h), for 1 wk in a growth chamber (BDR16; Conviron, Winnipeg, MB, Canada). After 1 wk, seedlings from trays were transplanted into pots containing 1 kg of Promix HP soaked in 1 l of water fertilizer (Zack’s Classic Blossom Booster 10‐30‐20; JR Peters Inc., Allentown, PA, USA) mix (Cohen *et al*., 2021a). Plants were then grown for the next 16–18 d (until the start of the first open flower, R1 developmental stage; Fehr *et al*., 1971) under the same 12 h : 12 h, 28°C : 24°C, light : dark conditions, but with the light intensity increased to 1000 μmol photons m^−2^ s^−1^. Plants were fertilized twice a week (Cohen *et al*., 2021a). At R1 plants were randomly divided into four BDR16 growth chambers placed side by side in the same room. One chamber was kept as control (CT), one as heat stress (HS), one as water deficit (WD), and one as WD + HS (Cohen *et al*., 2021a). The chambers were not randomized between experiments but were all purchased at the same time and were identical. In addition, the relative humidity was maintained at about 60–65% in all chambers, regardless of the treatment, and all internal conditions were continuously monitored. In the WD and WD + HS treatments, plants were supplied with 30% of the water available for transpiration (determined by weighing pots daily as described in Cohen *et al*., 2021a), while plants in the CT and HS treatments were well watered. The application of water deficit under these conditions mimicked ‘terminal drought’ conditions that negatively impact yield but do not kill the plant (Cohen *et al*., 2021a). Plants in the HS and WD + HS treatments were further subjected to HS by ramping the temperature from 28 to 38°C between 06:00 and 08:00 h and decreasing it to 28°C between 16:00 and 20:00 h. All measurements were conducted 10 d following the start of the stress treatments using new flowers and leaves that developed under the stress conditions (R2 stage). The temperature regime, overall temperatures, and water deficit conditions we used for our HS, WD and WD + HS treatments are comparable to field conditions in the US Midwest (Bellaloui *et al*., 2015; Cohen *et al*., 2021a,b). It should, however, be noted that the light intensity under field conditions during midday when cloud cover is at its minimum is almost double that we used in our chambers (i.e. *c*. 2000 μmol photons m^−2^ s^−1^).

### Temperature, gas exchange and water potential

Flower temperature was measured with a microthermocouple sensor (Physitemp Instruments LLC, Clifton, NJ, USA) by inserting the hypodermal needle microprobe (Physitemp Instruments LLC, Clifton, NJ, USA) 0.75–1 mm into soybean flowers (stages II and III, from R2 plants; Supporting Information Fig. S1) and 1.5–2 mm into closed tobacco flowers at 1 d before opening. Data were recorded using a Multi‐Channel Thermocouple Temperature Data Logger (TCTemp X‐Series; ThermoWorks LogMaster, American Fork, UT, USA) between 11:30 and 12:30 h. Stomatal conductance, transpiration, leaf temperature and photosynthesis were recorded using a Li‐Cor Portable Photosynthesis System (LI‐6800; Li‐Cor, Lincoln, NE, USA) between 12:00 and 13:00 h as previously described (Cohen *et al*., 2021a). Leaf temperature was also recorded using an infrared camera (FLIR C2; FLIR Systems AB, Wilsonville, OR, USA) as previously described (Zandalinas *et al*., 2020a). Water potential of leaf discs (8 mm) and flowers (cut longitudinally into half) from plants was measured using Dewpoint Potentiometer (WP4C; Meter Group Inc., Pullman, WA, USA) as described previously (Cohen *et al*., 2021a). Water potential (leaf and flowers) was measured from five to six plants (from each treatment) between 12:00 and 16:00 h.

### Measurements of stomatal aperture and stomatal density

The adaxial and abaxial surfaces of fully expanded leaves and the outer surfaces of fully expanded sepals from soybean and tobacco plants were pasted onto microscope slides, between 11:00 and 12:00 h, with a medical adhesive (Hollister Adapt 7730, Libertyville, IL, USA), as described previously (Devireddy *et al*., 2020; Zandalinas *et al*., 2020a). Stomatal aperture measurements (as a ratio of stomatal pore width to stomatal pore length) were performed for soybean and tobacco using an EVOS XL microscope (Invitrogen by Thermo Fisher Scientific, Waltham, MA, USA), as described previously (Devireddy *et al*., 2020; Zandalinas *et al*., 2020a). Both width and length of stomatal aperture were measured using ImageJ (https://imagej.nih.gov/ij). The number of stomata, epidermal and pavement cells per microscopic field of view were counted using ImageJ to calculate stomatal density and stomatal index. These were calculated as described in Ceulemans *et al*. (1995). Stomatal pore index was calculated as described in Wang *et al*. (2019). Flowers at different stages were also fixed in 4% paraformaldehyde, mounted in paraffin, sectioned and stained at the Histochemistry Diagnostic Laboratory at the University of Missouri, Columbia.

### Yield measurements

Yield and reproductive traits were measured as described in Cohen *et al*. (2021a), except that plants were scored while still growing inside the chambers, and not following recovery under glasshouse conditions. The number of flowers and pods were counted from 15 different plants per treatment, for both soybean and tobacco. Seeds from each plant (15 different plants) and seeds from individual flowers (five flowers per plants from 15 different plants per treatment) were pooled and weighed for both soybean and tobacco. Plant height was also measured at the time of yield sampling (Fig. S2).

### Abscisic acid application and sealing of stomata

Abscisic acid (ABA; Sigma‐Aldrich, St Louis, MO, USA) was dissolved in absolute ethanol, diluted to different concentrations in water (0, 50, 30, 15, and 7.5 µM) and sprayed on flowers of soybean plants (R2) growing under the different stress conditions, as previously described (Zandalinas *et al*., 2016). Control flowers were sprayed with water that contained the appropriate ethanol concentrations that matched the dilution factor (Zandalinas *et al*., 2016). Plants were then returned to the chambers and stomatal aperture was measured 60 min after ABA application. To seal stomata, petroleum jelly (Vaseline; Sigma‐Aldrich) was gently applied to flowers of plants growing under the different stress conditions using Q‐tips. Plants were then returned to the chambers and flower temperature was recorded as described above 120 min after petroleum jelly application.

### Hormone measurements

Hormone extraction and quantification were performed as previously described (Zandalinas *et al*., 2016; Balfagón *et al*., 2019). Chromatographic separation was conducted on a reverse‐phase C18 column (Gravity, 50 × 2.1 mm, 1.8 µm particle size; Macherey‐Nagel GmbH, Dueren, Germany) using a MeOH : H_2_O (both supplemented with 0.1% acetic acid) gradient at a flow rate of 300 µl min^−1^. Hormones were quantified with a TQS triple quadrupole mass spectrometer (Micromass, Manchester, UK) connected online to the output of the column through an orthogonal Z‐spray electrospray ion source. All data were acquired and processed using Mass Lynx v.4.1 software.

### RNA isolation and RT‐qPCR

Soybean flowers (stages II and III, from R2 plants; Fig. S1) were collected from plants between 11:30 and 12:30 h and immediately frozen in liquid nitrogen. For each biological repeat, 30–40 different flowers, and 15–20 different leaves, at the same developmental stage were pooled from eight to 10 different plants, and RNA was isolated using RNAeasy Plant Mini Kit (Qiagen). RNA was converted to cDNA using PrimeScript RT Master Mix (Takara, Shiga, Japan). Real‐time reverse transcription polymerase chain reaction (RT‐qPCR) was performed with gene‐specific primers (Table S1) using EF1α as internal reference using the CFX Connect Real‐Time PCR Detection System (Bio‐Rad), as previously described (Zandalinas & Mittler, 2021).

### RNA sequencing and data analysis

RNA libraries for sequencing were prepared using standard Illumina protocols and RNA sequencing was performed by Novogene Co. Ltd (Sacramento, CA, USA; https://en.novogene.com/) using NovaSeq 6000 PE150. Read quality control was performed using Trim Galore v.0.6.4 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and FastQC v.0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The RNA‐seq reads were aligned to the reference genome for soybean *Glycine max* v.2.1 (downloaded from ftp://ftp.ensemblgenomes.org/pub/plants/release‐51/fasta/glycine_max/dna/), using Hisat2 short read aligner (Kim *et al*., 2019). Intermediate file processing of sam to sorted bam conversion was carried out using SAMtools v.1.9 (Danecek *et al*., 2021). Transcript abundance expressed as fragments per kilobase million (FPKM) was generated using the Cufflinks tool from the Tuxedo suite (Trapnell *et al*., 2012) guided by genome annotation files downloaded from the same source. Differential gene expression analysis was performed using Cuffdiff tool (Trapnell *et al*., 2013), also from the same Tuxedo suite. Differentially expressed transcripts were defined as those that had a fold‐change with an adjusted *P* < 0.05 (negative binomial Wald test followed by Benjamini–Hochberg correction). Functional annotation and quantification of overrepresented gene ontology (GO) terms (*P* < 0.05) and KEGG pathway enrichment (*P* < 0.05) were conducted using g:profiler (Raudvere *et al*., 2019). Venn diagrams were created in Venny 2.1 (BioinfoGP, CNB‐CSIC). Venn diagram overlaps were subjected to hypergeometric testing using the R package phyper (Zandalinas *et al*., 2020a). Heat maps were generated in Morpheus (https://software.broadinstitute.org/morpheus).

### Statistical analysis

All experiments were repeated with three biological repeats, each with 15 plants as technical repeats. Results are shown as box‐and‐whisker plots with borders corresponding to the 25^th^ and 75^th^ percentiles of the data. Statistical analysis was performed using one‐way ANOVA followed by Tukey’s *post hoc* test (*P* < 0.05) in GraphPad. Different letters denote statistical significance at *P* < 0.05. Data collection for yield, stomatal aperture and stomatal index measurements was undertaken blind.

### Data availability

The analyzed transcript abundance and differentially expressed transcripts can be accessed interactively via the Differential Expression tool in SoyKB; https://soykb.org/DiffExp/diffExp.php; Joshi *et al*., 2012, 2014), a comprehensive all‐inclusive web resource for soybean. It provides a set of visualization and analytical tools such as differential expression analysis and gene card pages and provides data in the form of tabs for Gene lists, Venn diagram, Volcano plot, Function Analysis, Pathway Analysis and Gene modules.

## Results

### Leaf and flower temperature of plants subjected to a combination of water deficit and heat stress

To induce conditions of WD, HS and a combination of WD and HS (WD + HS), we grew soybean plants (*Glycine max* cv *Magellan*) in controlled growth chambers. When plants began to flower (R1 stage) we induced conditions of WD, HS and WD + HS (Cohen *et al*., 2021a) and maintained these conditions for 10 d before starting to analyze and sample leaves and flowers. Using this design, we made sure that the new leaves and flowers we studied (R2 stage) developed under the different stress conditions. As shown in Fig. 1(a), as well as reported previously for different plant species (Rizhsky *et al*., 2002, 2004; Carmo‐Silva *et al*., 2012; Zandalinas *et al*., 2016; Cohen *et al*., 2021a), compared with plants subjected to CT or WD conditions, leaf temperature of plants subjected to WD + HS was higher by about 3–5°C. To determine whether flowers of plants subjected to WD + HS exhibit a similar higher temperature (compared with flowers of plants subjected to HS or WD), we measured the internal temperature of flowers using a thermocouple thermometer probe (Fig. 1b). For this analysis we used soybean flowers at stages II and III (unopened flowers undergoing self‐pollination; Fig. S1) from plants grown under WD, HS, WD + HS or CT conditions (Fig. 1b). As shown in Fig. 1(c), the inner flower temperature of flowers that developed under WD + HS combination conditions was higher by about 3–4°C than that of flowers grown under CT or WD conditions. The leaf and inner flower temperature of plants subjected to WD + HS was also significantly higher than that of plants subjected to HS (Fig. 1a,b). Water potential (Ψ; psi, measured in MPa) is typically low in tissues subjected to WD, HS or WD + HS, potentially indicating water loss and tissue dehydration (Sattar *et al*., 2020; Cohen *et al*., 2021a). In addition to increased temperature (Fig. 1a,c), the water potential of leaves (Fig. 1d) and flowers (Fig. 1e) from plants subjected to WD + HS was lower by about 0.5–1 MPa compared with that of leaves and flowers grown under CT, HS or WD conditions. Taken together, the results presented in Fig. 1 demonstrate that flowers of plants subjected to WD + HS have a high internal temperature that is accompanied by low water potential.

**Fig. 1:**
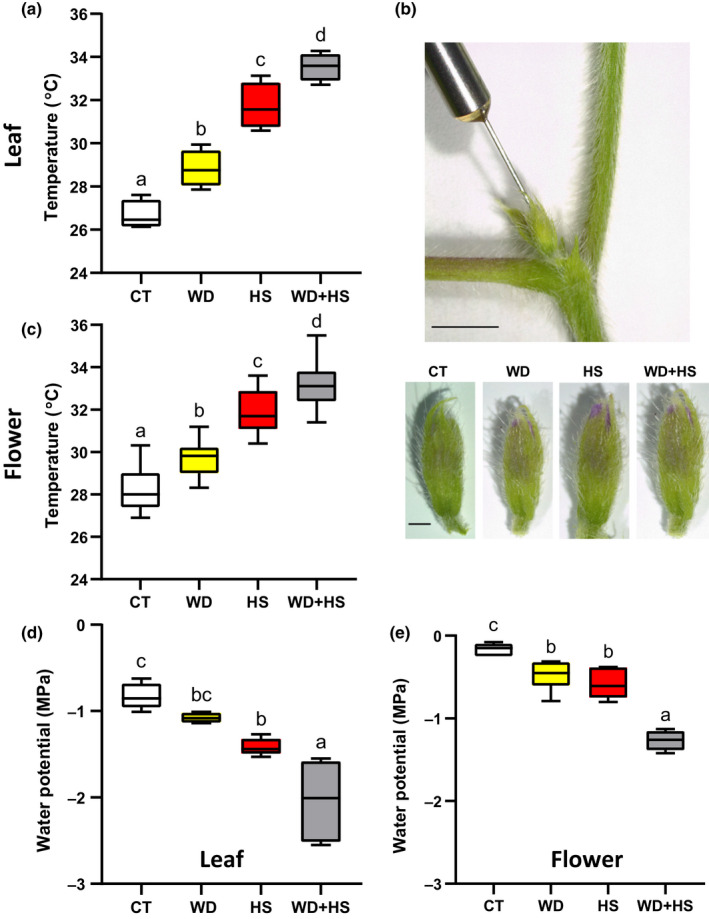
Leaf and flower temperature of soybean (*Glycine max*) plants subjected to a combination of water deficit (WD) and heat stress (HS). (a) Leaf temperature of soybean plants subjected to control (CT), HS, WD or WD + HS conditions. (b) Representative image of the experimental setup used to measure soybean inner flower temperature with a thermocouple thermometer probe (upper panel; bar, 5 mm) and representative images of closed (stages II and III; Supporting Information Fig. S1) soybean flowers developing under the different stress treatments (lower panel; bar, 1 mm). (c) Inner flower temperature of soybean flowers from plants subjected to CT, WD, HS or WD + HS. (d) Water potential (Ψ; psi, measured in MPa) of soybean leaves subjected to CT, WD, HS or WD + HS. (e) Water potential of soybean flowers from plants subjected to CT, WD, HS or WD + HS. All experiments were conducted with three biological repeats, each with 15 plants as technical repeats. Results are shown as box‐and‐whisker plots with borders corresponding to the 25^th^ and 75^th^ percentiles of the data. Different letters denote significance at *P* < 0.05 (ANOVA followed by a Tukey's *post hoc* test).

### Stomatal aperture and transpiration of flowers and leaves from plants subjected to a combination of WD and HS

Stomatal aperture, stomatal conductance and transpiration are key physiological parameters that determine plant temperature and water potential (Nilson & Assmann, 2007; Lawson & Matthews, 2020; Hsu *et al*., 2021). We therefore measured these parameters in leaves and flowers of plants subjected to WD + HS. In agreement with our previous findings obtained with soybean, tobacco and Arabidopsis (Rizhsky *et al*., 2002, 2004; Zandalinas *et al*., 2016; Cohen *et al*., 2021a), leaf stomatal aperture, stomatal conductance and transpiration remained high in plants subjected to HS, significantly decreased in plants subjected to WD, and significantly decreased to similar values in plants subjected to WD + HS (Fig. 2a–c). These findings suggest that, in contrast to HS, leaves subjected to WD + HS could not be cooled via transpiration (Rizhsky *et al*., 2002, 2004; Mittler, 2006; Carmo‐Silva *et al*., 2012; Zandalinas *et al*., 2016; Cohen *et al*., 2021a), and experience higher temperatures (Fig. 1a). In contrast to leaves, flower (sepal) stomatal aperture and whole‐flower stomatal conductance and transpiration were significantly higher in plants subjected to WD + HS or HS than in those under CT or WD conditions (Fig. 2d,e). This finding suggests that during a combination of WD + HS, stomata of flowers (sepals) respond differently than stomata of leaves and remain open, enabling cooling via transpiration. Interestingly, the inner temperature of flowers subjected to WD + HS was high (Fig. 1c), despite the ongoing transpiration (Fig. 2f). This observation could be explained by differences in the thickness of flowers and leaves. While soybean flower buds have a diameter of about 1.5–2 mm (Fig. 1b), soybean leaves are much thinner (*c*. 0.12–0.15 mm) and can be cooled by transpiration much more easily.

**Fig. 2:**
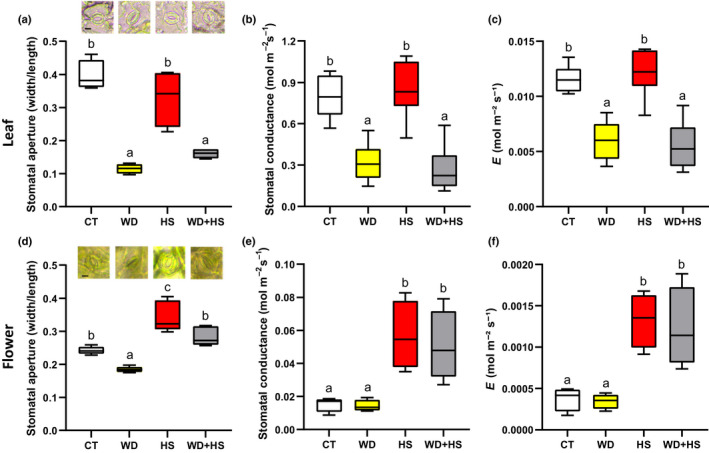
Stomatal aperture and transpiration of flowers and leaves from soybean (*Glycine max*) plants subjected to a combination of water deficit (WD) and heat stress (HS). (a–c) Stomatal aperture (a), stomatal conductance (b), and transpiration (*E*) (c) of soybean leaves from plants subjected to control (CT), HS, WD or WD + HS conditions. (d–f) Stomatal aperture (d), stomatal conductance (e), and transpiration (f) of soybean flowers from plants subjected to CT, HS, WD or WD + HS. All experiments were conducted with three biological repeats, each with 15 plants as technical repeats. Twenty microscopic fields from all parts of sepals or from the middle section of leaves (between the main veins) were measured for each plant. Results are shown as box‐and‐whisker plots with borders corresponding to the 25^th^ and 75^th^ percentiles of the data. Different letters denote significance at *P* < 0.05 (ANOVA followed by a Tukey's *post hoc* test). Representative images of stomata are shown in (a) and (d). Bar, 10 μm.

### Stomatal density of leaves and flowers developed under WD + HS conditions

Plants display a high degree of plasticity when grown under diverse environmental conditions (Chater *et al*., 2014; Zhu, 2016; Caine *et al*., 2019; Sakoda *et al*., 2019; Lloyd & Lister, 2021; Markham & Greenham, 2021). Among the different phenotypes plants can display in response to different growth conditions is a change in the density (number per area) of stomata appearing on the surface of newly developing leaves (Chater *et al*., 2014; Caine *et al*., 2019; Sakoda *et al*., 2019). The differential responses of stomata from sepals and leaves during WD + HS, as well as the lower rates of transpiration measured from whole flowers compared with leaves (Fig. 2), prompted us to examine whether the number of stomata forming on these organs (i.e. stomatal density) during their development under the stress conditions applied in our study would also be different. As shown in Fig. 3(a,b), the stomatal density and index of leaves developed under WD + HS was significantly higher than that of leaves grown under CT conditions. Because stomata on leaves were closed under conditions of WD + HS (Fig. 2a), the stomatal pore index of leaves from plants grown under WD + HS was statistically similar to that of leaves grown under WD conditions (Fig. 3c). By contrast, while the stomatal density and index of sepals from plants subjected to HS or WD + HS was significantly higher than that of plants grown under CT or WD (Fig. 3d,e), because stomata on sepals of plants subjected to WD + HS were open (Fig. 2d), the stomatal pore index of sepals developing under HS or WD + HS was also significantly higher than that of flowers from plants grown under CT or WD conditions (Fig. 3f). The results presented in Figs 2 and 3 suggest that while the developmental responses of leaves and flowers (sepals) to WD + HS (i.e. increase in stomatal density and index; Figs 3a,b,d,e) are similar, the physiological responses of these two different organs (i.e. opening or closing of stomatal aperture; Figs 2, 3b,d) are different. It should also be noted that the expression pattern of three genes involved in the control of stomatal development on leaves (i.e. *STOMAGEN*, a positive regulator that is upregulated, and Erecta‐like1 (*ERL1*) and *ARF5/MP*, negative regulators that are downregulated; Sugano *et al*., 2010; Zhang *et al*., 2014; Qi *et al*., 2020) corresponded with the higher stomatal index and density of flowers from plants subjected to HS and WD + HS compared with CT or WD (Figs 3, S3).

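Of the genes named here, STOMAGEN (GLYMA_18G152800 in the files) was the one whose identifier could be read from the supplement, and ERL1 and ARF5/MP were not analysed here. In RNA-seq libraries of closed flowers, with 3 biological repeats per treatment, STOMAGEN had 2.69 ± 0.979 CPM (SD, n = 3) under CT, 2.47 ± 0.0993 under WD, 6.97 ± 0.640 under HS and 5.42 ± 2.61 under WD + HS. The log2 fold change against CT was 1.35 under HS (standard error 0.30, adjusted p = 0.00143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.00 under WD + HS (standard error 0.30, adjusted p = 0.0132 from the same edgeR test). Under WD it was -0.14 (standard error 0.32, adjusted p = 0.898 in edgeR), within the spread between repeats. STOMAGEN was counted with 29 to 82 reads per CT library and with 57 to 139 reads per WD + HS library. When WD + HS replicate 3 was left out, the log2 fold change under WD + HS fell to 0.53 with an adjusted p of 0.183 in edgeR, and when CT replicate 3 was left out it fell to 0.76 with an adjusted p of 0.0746. The transcripts come from whole flowers, so that the counts do not separate sepals from other flower tissues.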

**Fig. 3:**
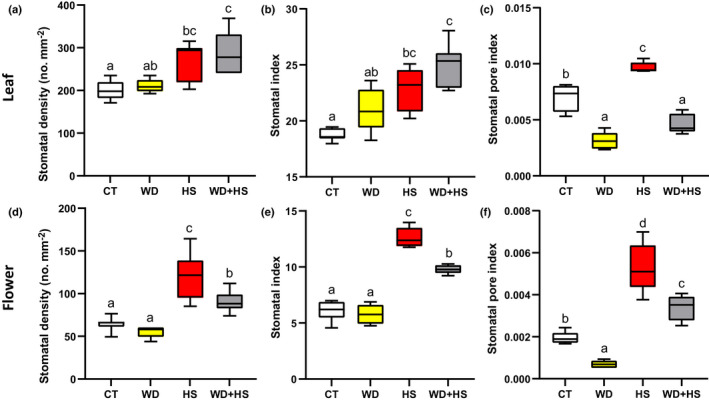
Stomatal density, index and pore index of soybean (*Glycine max*) leaves and flowers developed under conditions of water deficit (WD) and heat stress (HS) combination. (a–c) Stomatal density (a), stomatal index (b), and stomatal pore index (c) of leaves from plants subjected to control (CT), HS, WD or WD + HS. (d–f) As (a–c) but for sepals from plants subjected to CT, HS, WD or WD + HS. All experiments were conducted with three biological repeats, each with 10 plants as technical repeats. Twenty microscopic fields from all parts of sepals or from the middle section of leaves (between the main veins) were measured for each plant. Results are shown as box‐and‐whisker plots with borders corresponding to the 25^th^ and 75^th^ percentiles of the data. Different letters denote significance at *P* < 0.05 (ANOVA followed by a Tukey's *post hoc* test).

### External application of ABA to flowers results in stomatal closure, and sealing of stomata results in elevated flower temperature under WD + HS conditions

Stomatal aperture, conductance and overall transpiration are regulated in plants by various signals (Nilson & Assmann, 2007; Buckley, 2019; Hsu *et al*., 2021). Among these, ABA is well known to play a key role in triggering stomatal closure (Nilson & Assmann, 2007; Lozano‐Juste & Cutler, 2016; Buckley, 2019; Zhang *et al*., 2022; Hsu *et al*., 2021). Because stomata of flowers from plants subjected to the WD + HS combination were open, while stomata of leaves from the same plants were closed (Fig. 2), we tested whether external application of ABA would cause stomatal closure in flowers (sepals) from plants subjected to the stress combination. As shown in Fig. 4(a), application of ABA (50 μM) to flowers grown under CT, HS or WD + HS conditions resulted in stomatal closure. By contrast, application of ABA to flowers from plants grown under WD conditions did not change stomatal aperture, as these stomata were already closed. The results presented in Fig. 4(a) suggest that stomata of flowers subjected to WD + HS can respond to external ABA application.

**Fig. 4:**
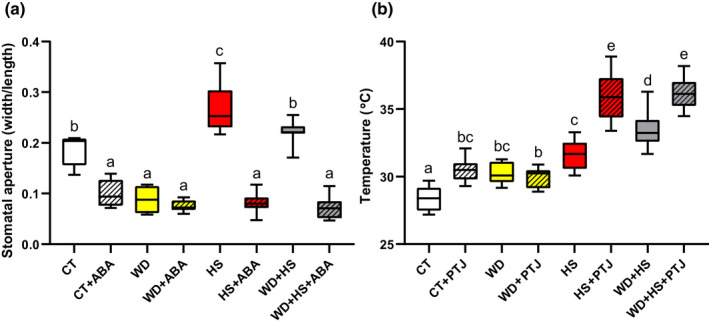
External application of abscisic acid (ABA) to soybean (*Glycine max*) flowers results in stomatal closure, and sealing of stomata results in elevated flower temperature under conditions of water deficit (WD) and heat stress (HS) combination. (a) Stomatal aperture of sepals from plants subjected to control (CT), HS, WD or WD + HS conditions at 60 min following application of 0 or 50 μM ABA. (b) Inner flower temperature of flowers from plants subjected to CT, WD, HS or WD + HS, coated or uncoated with a thin layer of petroleum jelly (PTJ) for 120 min. All experiments were conducted with three biological repeats, each with 10 plants as technical repeats. Results are shown as box‐and‐whisker plots with borders corresponding to the 25^th^ and 75^th^ percentiles of the data. Different letters denote significance at *P* < 0.05 (ANOVA followed by a Tukey's *post hoc* test).

A possible reason why flowers would keep their sepal stomata open, maintaining transpiration under WD + HS conditions (Fig. 2), is that this process helps to lower the inner flower temperature. This could be highly important for protecting the reproductive processes occurring within the flowers of pseudocleistogamous plants such as soybean. To test whether reducing flower transpiration, by sealing stomatal apertures will cause an increase in inner flower temperature under WD + HS conditions, we used a thin layer of petroleum jelly to cover flowers (stages II and III) of plants (R2 stage) grown under CT, WD, HS and WD + HS conditions, and measured their inner flower temperature. As shown in Fig. 4(b), sealing stomatal pores with a thin petroleum jelly layer caused a significant increase of 2–3°C in inner flower temperature of flowers grown under CT, HS or WD + HS conditions. By contrast, the inner flower temperature of flowers from plants subjected to WD did not increase, as the stomata of these flowers were closed. These findings demonstrate that the opening of stomata on sepals of flowers from plants subjected to HS or WD + HS plays an important role in modulating the internal temperature of flowers, potentially mitigating some of the high temperature‐derived negative consequences for plant fertilization in cleistogamous/pseudocleistogamous plants (Rollins *et al*., 2013; Mahrookashani *et al*., 2017; Lawas *et al*., 2018; Xie *et al*., 2018; Cohen *et al*., 2021a,b; Sinha *et al*., 2021).

### RNA‐seq analysis of flower buds subjected to WD + HS

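For the transcriptome of flowers, whole closed flowers pooled from several soybean plants made up each library, with 3 biological repeats per treatment and 12 libraries in all. The stress treatments lasted 10 d, with a day temperature of 28°C under CT and WD and of 38°C under HS and WD + HS. Treatments were given in growth chambers, and a chamber's effect cannot be told apart from a treatment's effect in these libraries. The authors trimmed the reads with Trim Galore, aligned them to the soybean genome with Hisat2, and deposited raw read counts per gene and FPKM values from Cufflinks for each library. The paper's text does not name the program that counted the reads, nor how reads that fit several genes were counted. Between 14049107 and 22415845 reads per library were counted on genes, with a median of 16282278 under CT, 14923304 under WD, 18989035 under HS and 16310425 under WD + HS. Of the 55897 genes in the count table, 38410 passed edgeR's filter on low counts (filterByExpr, minimum count 10) and were tested. Library sizes were scaled by TMM factors between 0.979 and 1.03, and all 12 libraries entered a single fit with 4 groups. Genes were called changed at a Benjamini-Hochberg adjusted p-value under 0.05, with no minimum fold change. Besides each stress against CT, WD + HS was tested directly against HS and against WD, and the interaction of WD and HS was tested as the difference between the effect of WD at 38°C and its effect at 28°C. Values of single genes are means ± SD of TMM-normalized CPM over 3 libraries, and their errors cover the variation between pools of flowers. Standard errors of log2 fold changes were derived from the test's F statistic. Across genes, log2(CPM + 1) correlated between replicates with r from 0.975 to 0.988 and between libraries of different treatments with r from 0.945 to 0.981; genes are not independent replicates. A principal component analysis placed 46.8% of the variance on the first component and 14.0% on the next.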

To obtain a better understanding of the different processes occurring within flowers under WD + HS conditions and to compare them with the processes that occur in leaves (Cohen *et al*., 2021a), we conducted an RNA‐seq analysis of whole flowers (R2, stages II and III; Fig. 1b) collected from plants grown under CT, WD, HS, or WD + HS conditions (Datasets S1–S6). Because WD, HS and WD + HS conditions are likely to affect global processes in all tissues and cell types found in flowers, we did not dissect the flower buds into different tissues. This also allowed us to compare the RNA‐seq data obtained in the current study with a previous RNA‐seq analysis of whole leaves (that also contain multiple tissues and cell types subjected to the same conditions, reanalyzed using the same pipeline as described here; Datasets S7–S12), performed in the same growth chambers on plants from the same seed batch, under the same growth conditions (Cohen *et al*., 2021a). As shown in Fig. 5(a), RT‐qPCR analysis conducted on RNA samples before RNA‐seq analysis revealed that flowers from plants subjected to the different treatments responded differently. Transcripts encoding cytosolic ascorbate peroxidase 1 (*APX1*), a key ROS metabolizing and signaling enzyme (Davletova *et al*., 2005; Koussevitzky *et al*., 2008), significantly accumulated, for example, in response to HS, while transcripts encoding the key transcriptional regulator dehydration responsive element binding (DREB; Agarwal *et al*., 2017) *DREB‐1H* significantly accumulated during WD, and transcripts encoding *DREB‐1B* significantly accumulated during HS and WD + HS.

**Fig. 5:**
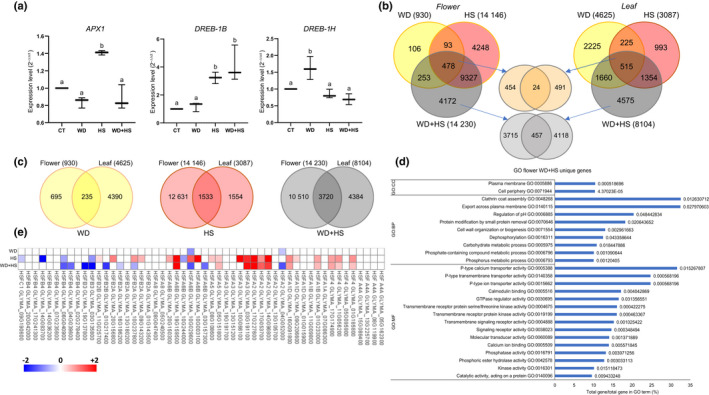
RNA‐seq analysis of soybean (*Glycine max*) flowers subjected to a combination of water deficit and heat stress. (a) Quantitative reverse transcription polymerase chain reaction (RT‐qPCR) analysis of ascorbate peroxidase 1 (*APX1*), and dehydration‐responsive element binding (*DREB*) *1B* and *1H* in flowers from plants subjected to control (CT), heat stress (HS), water deficit (WD) or WD + HS. Different letters denote significance at *P* < 0.05 (ANOVA followed by a Tukey's *post hoc* test). (b) Venn diagrams showing the overlap between transcripts with significantly altered expression (up‐ or downregulated) in flowers (left) and leaves (right) in response to HS, WD or WD + HS. Overlap between transcripts common to all stresses in leaves and flowers is shown in the upper middle and overlap between transcripts unique to WD + HS in flowers and leaves is shown in the lower middle. (c) Venn diagrams showing the overlap between transcripts with significantly altered expression (up‐ or downregulated) in flower and leaves in response to HS, WD or WD + HS. (d) Gene ontology (GO) enrichment analysis of transcripts unique to WD + HS in flowers (4177). (e) Heat map showing the expression pattern of all heat shock transcription factors (HSFs) in flowers subjected to HS, WD or WD + HS. Analysis was performed in three biological repeats. For each biological repeat 30–40 different flowers, and 15–20 different leaves, at the same developmental stage were pooled from eight to 10 different plants. All transcripts shown are significant at *P* < 0.05 (negative binomial Wald test followed by Benjamini–Hochberg correction). RT‐qPCR results are shown as box‐and‐whisker plots with borders corresponding to the 25^th^ and 75^th^ percentiles of the data. APX, ascorbate peroxidase.

Venn diagrams depicting the overlap between transcripts responding to the different treatments in flowers and leaves revealed that, in contrast to leaves, flowers accumulated many more transcripts in response to HS (14 146) or WD + HS (14 230), but fewer transcripts in response to WD (930) (Fig. 5b; Datasets S13–S41). 

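In flowers, 622 of the 38410 genes tested were changed under WD, 360 of them higher and 262 lower than under CT (adjusted p under 0.05 in edgeR's quasi-likelihood test). The balance under WD depended on the scaling, with 299 higher and 298 lower for upper-quartile factors. It was 116 higher and 54 lower with limma-trend on log2(FPKM + 1), and 122 and 46 on log2(FPKM + 0.1). Under HS, 12230 genes were changed, 6096 higher and 6134 lower, and under WD + HS 14135 genes were changed, 6808 higher and 7327 lower. The change was at least 2-fold for 137 of the genes under WD, 2713 of those under HS and 4001 of those under WD + HS, and as a ratio this minimum moved each of the 3 counts more than any other alternative did. Single libraries also weighed on the count for WD, which was 1240 genes when WD replicate 1 was left out and 266 genes when CT replicate 2 was left out. In the overlap of the 3 lists, 82 genes were changed under WD alone, 3162 under HS alone and 4916 under WD + HS alone, and 8714 genes were shared by HS and WD + HS but not WD. The genes below had the largest changes among those with a mean of at least 5 CPM over the 12 libraries and with every stressed library above, or below, every CT library. GLYMA_04G105900, which the authors' lists describe as lipoxygenase 1, rose from 0.471 ± 0.126 CPM (SD, n = 3) under CT to 18.5 ± 13.0 CPM under WD, a log2 fold change of 5.25 (standard error 0.63, adjusted p = 0.000124 in edgeR). GLYMA_12G149100, a NAC domain transcriptional regulator, rose from 2.33 ± 0.646 to 11.6 ± 7.41 CPM under WD. GLYMA_08G068800, an HSP20-like chaperone, fell under WD with a log2 fold change of -3.21 (standard error 0.75, adjusted p = 0.0303 in edgeR), from 7 to 28 reads per CT library to at most 4 reads per WD library; the call was lost in 5 of the 20 alternative fits. GLYMA_18G285100, described as BCL-2-associated athanogene 5, fell from 17.9 ± 14.5 to 4.64 ± 1.50 CPM under WD, and its call was lost with limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1) (adjusted p = 0.143 and 0.13) and when only the CT and WD libraries were fitted (adjusted p = 0.0644). Its level was 34.6 CPM in CT replicate 3 against 8.92 and 10.1 CPM in CT replicates 1 and 2. With a library left out, its log2 fold change ran from -2.27 to -1.06. That of GLYMA_08G068800 then ran from -6.85 to -2.34, and that of GLYMA_12G149100 from 1.66 to 2.64.

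Under HS the largest estimate of a rise was that of GLYMA_07G200500, an HSP20-like chaperone with at most 2 reads in any CT library, which was at least 189-fold higher under HS and at least 218-fold higher under WD + HS than the level that 3 reads give. This lower bound does not show that it rose more under HS than GLYMA_10G176400. GLYMA_10G176400, also HSP20-like, rose from 0.375 ± 0.140 CPM under CT to 71.9 ± 9.22 under HS, a log2 fold change of 7.57 (standard error 0.18, adjusted p = 9.22e-17 in edgeR). With 4 to 8 reads per CT library, that standard error may be too small. The largest falls under HS were those of GLYMA_14G064600, a subtilase, from 15.5 ± 2.67 to 0.625 ± 0.566 CPM, and of GLYMA_04G104100, a protein of unknown function, from 135.5 ± 25.8 to 15.4 ± 0.708 CPM. Under WD + HS, GLYMA_14G063700, with at most 1 read in any CT library, was at least 87.1-fold above the level of 3 reads, and GLYMA_13G275700 fell from 8.55 ± 1.24 to 0.229 ± 0.297 CPM, a log2 fold change of -5.26 (standard error 0.71, adjusted p = 6.57e-06 in edgeR). GLYMA_14G064600 had the other large fall under WD + HS, with a log2 fold change of -4.83 (standard error 0.42, adjusted p = 1.92e-08 in edgeR).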

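In flowers, 319 genes were changed under WD, HS and WD + HS alike. Of these, 182 were higher than under CT in all 3 treatments, 98 were lower in all 3, and 39 changed in opposite directions, so that 87.8% moved in a single direction. Among the 39, WD stood apart from HS and WD + HS for 14 genes and HS stood apart from WD and WD + HS for 25. The lists for WD and HS shared 354 genes against 198 expected from their sizes among the genes tested (one-sided Fisher's exact test, p = 1.39e-38), and the lists for WD and WD + HS shared 505 against 229 expected (one-sided Fisher's exact test, p = 6.69e-116). All 3 lists rest on the same CT libraries, which by itself adds to their overlap. The number of genes common to the 3 treatments moved most with a minimum change of 2-fold, to 23 genes. It was 499 with DESeq2 in place of edgeR, 87 with limma-trend on log2(FPKM + 1), and between 129 and 559 when each library was left out in turn. NCED3 (GLYMA_15G250100) was among the genes higher in all 3 treatments, and HSFA6B (GLYMA_10G029600) was among those for which HS stood apart.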

Interestingly, the numbers of transcripts with a common response to all treatments in flowers (478) and leaves (515) were very similar, suggesting that these transcripts represent a core set of WD, HS and WD + HS response transcripts. However, the overlap between these core sets of leaf and flower transcripts was low (24; Fig. 5b), demonstrating that even when it comes to the most common transcripts, the response of flower and leaf tissues to stress is different. A relatively low overlap (457) was also found between transcripts specific for a combination of WD + HS in flowers (4172) and leaves (4575) (Fig. 5b), further suggesting that the response of flowers to this stress combination is different from that of leaves. A comparison between the overall transcriptomics responses of flowers and leaves to the individual WD, HS and WD + HS treatments (930, 14 146 and 14 230 in flowers, and 4625, 3087 and 8104 in leaves, respectively) also revealed that these two tissues responded differently (overlap of 235, 1533 and 3720, respectively) (Fig. 5c). Although some overlap was found between flowers and leaves, in general there were many more flower‐specific transcripts that respond to HS and WD + HS (12 613 and 10 510, respectively), and many more leaf‐specific transcripts that responded to WD (4390). Overall, the results presented in Fig. 5(b,c) demonstrate that the response of soybean flowers to WD + HS is very different from that of leaves.

Gene ontology annotation analysis of transcripts with a unique response to WD + HS in flowers (4172; Fig. 5d) revealed that this group of transcripts is enriched in calcium signaling, kinase and protease activity, clathrin‐associated vesicle transport and other types of membrane transport mechanisms and pumps. 

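The genes changed in flowers under WD + HS but neither under WD nor under HS comprised 2185 that were higher and 2731 that were lower than under CT. Their median absolute log2 fold change was 0.66 under WD + HS, 0.24 under HS and 0.21 under WD. Under HS, 85.9% of them moved in the same direction as under WD + HS, and 26.7% had an unadjusted p under 0.05 in edgeR's test of HS against CT. In the direct test of WD + HS against HS, 1591 of the genes (32.4%) differed, and in that of WD + HS against WD, 2645 (53.8%) differed. Both tests were passed by 1224 genes, and 624 had an interaction of WD and HS. Requiring at least a 2-fold change in each list moved the group most, to 2324 genes, of which 907 differed from HS. Of the 3162 genes changed under HS alone, 564 (17.8%) differed between WD + HS and HS in the direct test. The share of each functional class in the group was not analysed here, because descriptions were at hand for too few of the genes tested.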

Because different transcription factor (TF) families, such as heat shock transcription factors (HSFs), MYBs and AP2‐EREBP, play a critical role in plant acclimation to stress combination (Zandalinas *et al*., 2020b), we compared the pattern of their expression between leaves and flowers of soybean plants subjected to CT, WD, HS and WD + HS treatments (Datasets S42–S44). The pattern of expression of many of these TF families was different between flowers subjected to CT, WD, HS or WD + HS treatments (Datasets S42–S44). 

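Of the 52 HSF genes whose identifiers were read from Fig. 5e, 47 passed the filter on low counts. Under WD 1 of them was changed, a gene with lower counts than under CT, under HS 19 were changed, 17 higher and 2 lower, and under WD + HS 19 were changed, 11 higher and 8 lower (adjusted p under 0.05 over all genes in edgeR's quasi-likelihood test). Adjusted over the HSF genes alone, the counts were 1 under WD, 20 under HS and 20 under WD + HS. With a minimum change of 2-fold, 9 HSF genes were changed under HS and 13 under WD + HS. The direct test of WD + HS against HS gave 11 HSF genes, 10 lower and 1 higher under WD + HS, and under the other scalings of the libraries at least 84.6% of the HSF genes that differed were lower under WD + HS. HSFA2 (GLYMA_17G227600) had 1.32 ± 0.622 CPM (SD, n = 3) under CT, 85.6 ± 9.01 under HS and 41.3 ± 7.38 under WD + HS. Its log2 fold change against CT was 5.98 under HS (standard error 0.23, adjusted p = 1.6e-13 in edgeR) and 4.93 under WD + HS (standard error 0.23, adjusted p = 3.51e-12 in edgeR), and that of WD + HS against HS was -1.05 (standard error 0.16, adjusted p = 0.000122 in edgeR). Another HSFA2 gene, GLYMA_14G096800, rose from 12.1 ± 2.52 CPM under CT to 70.4 ± 3.58 under HS and 40.0 ± 4.37 under WD + HS, a log2 fold change of -0.81 against HS (standard error 0.15, adjusted p = 0.000705 in edgeR). In the HSFA2 gene GLYMA_04G052000, which HS left at 54.8 ± 7.36 CPM against 47.6 ± 11.1 under CT, WD + HS lowered the level to 17.1 ± 1.03 CPM (log2 fold change against CT -1.47, standard error 0.21, adjusted p = 1.12e-05 in edgeR).

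HSFA6B (GLYMA_10G029600) moved in both directions. From 8.83 ± 1.54 CPM under CT it rose to 18.6 ± 0.880 under HS, a log2 fold change of 1.08 (standard error 0.22, adjusted p = 0.000596 in edgeR), and fell to 3.11 ± 0.925 under WD + HS, a log2 fold change of -1.51 (standard error 0.25, adjusted p = 5.97e-05 in edgeR). Under WD it was 4.36 ± 1.91 CPM, a log2 fold change of -1.03 (standard error 0.24, adjusted p = 0.0279 in edgeR), and this call was lost in 8 of 22 alternative fits. HSFB2A (GLYMA_10G237800) also rose under HS, from 7.57 ± 0.109 to 12.4 ± 1.62 CPM, and fell under WD + HS, to 3.75 ± 1.70 CPM. Its call under HS was lost in 4 of the 22 alternatives, including the 2-fold minimum, which its rise was too small to pass. The log2 fold change of WD + HS against HS was -1.73 (standard error 0.23, adjusted p = 3.76e-05 in edgeR). The HSF gene higher under WD + HS than under HS was HSFC1 (GLYMA_09G190600), with a log2 fold change of 0.70 (standard error 0.20, adjusted p = 0.0314 in edgeR). This call was lost in 5 of the 22 alternatives, including the 2-fold minimum.

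**Figure D1:**
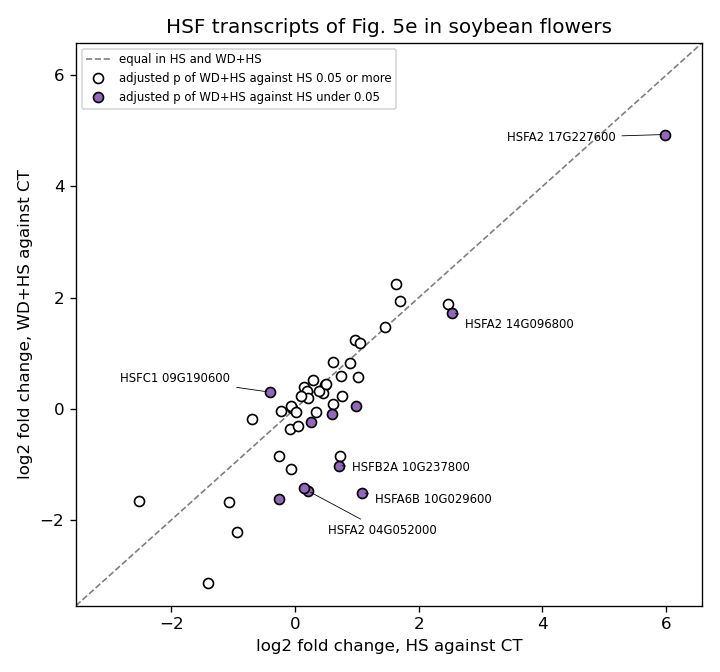
Log2 fold changes of the 47 HSF genes tested in flowers, HS against CT on the horizontal axis and WD + HS against CT on the vertical axis, with the dashed line where both are equal. Filled points are the 11 genes with an adjusted p-value under 0.05 between WD + HS and HS, of which 10 lie below the line, a part that was at least 84.6% under the other scalings of the libraries.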

The pattern of expression of HSFs was for example different between flowers subjected to WD + HS, HS, or WD (Fig. 5e). This finding suggests that, compared with leaves, different types of heat and other stress responses might be activated in flowers when WD and HS are combined (i.e. WD + HS).

### Enhanced abundance of transcripts encoding the ABA degradation enzyme ABA 8′‐hydroxylase in flowers from plants subjected to HS or WD + HS

A deeper analyses of our RNA‐seq data revealed that the abundance of several transcripts encoding the key ABA biosynthetic enzymes zeaxanthin epoxidase (*ABA1*) and 9‐cis‐epoxycarotenoid dioxygenase (*NCED*) was significantly elevated in flowers from plants subjected to WD or WD + HS, while the abundance of several other key ABA biosynthetic enzymes encoding xanthoxin dehydrogenase (*ABA2*) and aldehyde oxidase (*AAO*) was significantly elevated in flowers from plants subjected to HS or WD + HS (Fig. 6a). By contrast, the abundance of several transcripts encoding the key ABA degradation enzyme ABA 8′‐hydroxylase (*CYP707A*) was specifically and significantly elevated in flowers subjected to HS or WD + HS (Fig. 6a), while the expression level of the suppressor that downregulates CYP707A (short vegetative phase; SVP; Wang *et al*., 2018) was significantly suppressed (Fig. 6a). These findings, coupled with the stomatal closure response to ABA application of sepals from flowers subjected to CT, HS or WD + HS (Fig. 4a), suggest that enhanced degradation of ABA in flowers from plants subjected to HS or WD + HS could keep ABA concentrations suppressed, and therefore stomata open under HS and WD + HS conditions (Fig. 2d).

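Of the 33 genes whose identifiers were read from Fig. 6a, 28 passed the filter on low counts, and of these 3 were changed under WD, all higher than under CT, 10 under HS, 7 higher and 3 lower, and 15 under WD + HS, 12 higher and 3 lower (adjusted p under 0.05 over all genes in edgeR's quasi-likelihood test). Adjusted over the genes of the pathway alone, the counts were 5, 10 and 16. With a minimum change of 2-fold they fell to 1 under WD, 5 under HS and 10 under WD + HS. NCED3 (GLYMA_15G250100) had 7.74 ± 0.994 CPM (SD, n = 3) under CT, 18.0 ± 2.32 under WD, 11.0 ± 1.03 under HS and 63.7 ± 8.85 under WD + HS. Its log2 fold change against CT was 1.21 under WD (standard error 0.14, adjusted p = 8.53e-05 in edgeR), 0.51 under HS (standard error 0.14, adjusted p = 0.00865 in edgeR) and 3.04 under WD + HS (standard error 0.13, adjusted p = 1.31e-12 in edgeR). The call under HS was lost without CT replicate 3 (adjusted p = 0.053 in edgeR) and at the 2-fold minimum, which so small a change cannot pass. Another gene described as NCED3, GLYMA_08G176300, is not in Fig. 6a, and how reads that fit both genes were counted is not known. ABA1 (GLYMA_11G055700) rose from 4.90 ± 0.201 CPM under CT to 9.20 ± 1.50 under WD, a log2 fold change of 0.90 (standard error 0.18, adjusted p = 0.00854 in edgeR), and to 12.4 ± 1.65 under WD + HS, a log2 fold change of 1.34 (standard error 0.17, adjusted p = 4e-06 in edgeR). The call under WD was lost when only the CT and WD libraries were fitted (adjusted p = 0.0548) and when WD replicate 3 was left out (adjusted p = 0.0569). The other ABA1 genes, GLYMA_09G000600 and GLYMA_17G174500, had log2 fold changes of 0.33 and 0.45 under HS and of 0.47 and 0.44 under WD + HS, all with an adjusted p-value under 0.05. NCED5 (GLYMA_05G140900) had a log2 fold change of 1.12 under WD + HS (standard error 0.28, adjusted p = 0.00321 in edgeR) and of 0.83 under WD, which was not past the threshold (adjusted p = 0.156); the call under WD + HS was lost with limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1) (adjusted p = 0.0806 and 0.074). For the NCED5 gene GLYMA_08G096200 the log2 fold change was 0.55 under WD (adjusted p = 0.00387), a call lost with limma-trend on the same 2 scales (adjusted p = 0.0666 and 0.069), and 0.01 under WD + HS (adjusted p = 0.943).

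Of the ABA2 genes, GLYMA_11G151700 rose from 3.36 ± 0.266 CPM under CT to 5.19 ± 0.641 under HS and 6.31 ± 1.54 under WD + HS. The log2 fold change was 0.91 under WD + HS (standard error 0.25, adjusted p = 0.00795 in edgeR) and 0.63 under HS (adjusted p = 0.0654 in edgeR). The call under WD + HS was lost without WD + HS replicate 1 (adjusted p = 0.0619 in edgeR) and at the 2-fold minimum. With limma-trend on log2(FPKM + 1), HS was past the threshold too (adjusted p = 0.0081). The other ABA2 gene, GLYMA_11G151400, had a log2 fold change of -0.25 under both treatments (adjusted p = 0.179 under HS and 0.171 under WD + HS). Limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1) called it lower under WD + HS (adjusted p = 0.041 and 0.0408). AAO2 (GLYMA_02G272400) rose from 56.0 ± 6.35 CPM to 74.6 ± 4.54 under HS (log2 fold change 0.41, standard error 0.09, adjusted p = 0.00158 in edgeR) and to 76.3 ± 3.70 under WD + HS (log2 fold change 0.45, standard error 0.09, adjusted p = 0.000698 in edgeR). AAO4 (GLYMA_14G045100) had a log2 fold change of 0.38 under WD + HS (adjusted p = 0.0251 in edgeR) and of 0.23 under HS (adjusted p = 0.19 in edgeR). Its call under WD + HS was lost in 7 of 22 alternatives, including the 2-fold minimum. AAO3 (GLYMA_02G272200) was not past the threshold, with log2 fold changes of 0.38 under HS (adjusted p = 0.184) and 0.30 under WD + HS (adjusted p = 0.297).

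**Figure D2:**
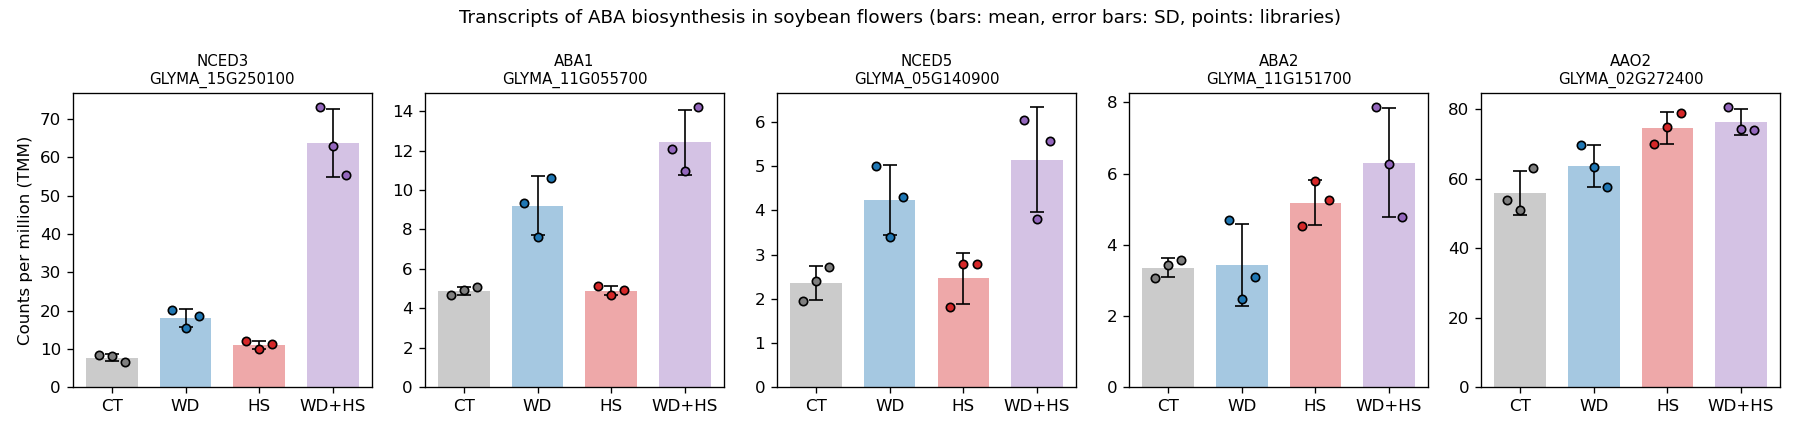
TMM-normalized CPM of 5 genes of ABA biosynthesis in flowers under CT, WD, HS and WD + HS. Bars are means, error bars are SD and points are the 3 libraries; NCED3 reaches 63.7 CPM under WD + HS against 7.74 CPM under CT.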

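Of the CYP707A genes of Fig. 6a, 7 of 9 passed the filter on low counts; 3 were higher and 1 was lower than under CT under HS, and 3 were higher and 1 was lower under WD + HS. CYP707A4 (GLYMA_07G212700) had 7.14 ± 0.473 CPM (SD, n = 3) under CT, 6.35 ± 1.12 under WD, 78.6 ± 5.33 under HS and 65.4 ± 9.49 under WD + HS. Its log2 fold change was 3.45 under HS (standard error 0.12, adjusted p = 7.47e-14 in edgeR's quasi-likelihood test) and 3.19 under WD + HS (standard error 0.13, adjusted p = 2.88e-13 in edgeR), while under WD it was -0.18 (adjusted p = 0.646). Another CYP707A4 gene, GLYMA_02G132200, rose from 31.6 ± 1.22 CPM to 135.4 ± 14.9 under HS, a log2 fold change of 2.10 (standard error 0.10, adjusted p = 4.82e-12 in edgeR), and to 129.02 ± 1.72 under WD + HS, a log2 fold change of 2.03 (standard error 0.10, adjusted p = 7.27e-12 in edgeR). CYP707A1 (GLYMA_16G109300), with 17 to 38 reads per CT library, had log2 fold changes of 1.53 under HS (standard error 0.36, adjusted p = 0.00232 in edgeR) and 1.58 under WD + HS (standard error 0.36, adjusted p = 0.00155 in edgeR). The remaining changes were falls. The CYP707A4 gene GLYMA_17G242200 fell from 28.3 ± 5.92 to 13.7 ± 2.26 CPM under HS, a log2 fold change of -1.04 (standard error 0.18, adjusted p = 0.000137 in edgeR). Under WD + HS its log2 fold change was -0.42 (standard error 0.18, adjusted p = 0.0657 in edgeR), and 6 of 22 alternative fits called it lower there. The CYP707A1 gene GLYMA_01G153300 fell under WD + HS, with a log2 fold change of -1.57 (standard error 0.41, adjusted p = 0.00456 in edgeR). No CYP707A gene was past the threshold under WD, where the largest estimate was the log2 fold change of -1.17 of GLYMA_01G153300 (adjusted p = 0.158).

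Of the SVP genes, 6 of 9 passed the filter, 2 of which were lower under HS and 2 under WD + HS. GLYMA_08G068200 was lower in both, with log2 fold changes of -1.59 under HS (standard error 0.53, adjusted p = 0.025 in edgeR) and -2.53 under WD + HS (standard error 0.59, adjusted p = 0.00184 in edgeR); its counts were low, with 25 to 46 reads per CT library, and its call under HS was lost when CT replicate 3 (adjusted p = 0.13) or HS replicate 3 (adjusted p = 0.112) was left out. GLYMA_15G058000 fell from 8.74 ± 1.69 to 4.65 ± 1.18 CPM under HS (log2 fold change -0.90, adjusted p = 0.0252 in edgeR) and to 5.40 ± 1.15 CPM under WD + HS (log2 fold change -0.68, adjusted p = 0.0815 in edgeR). Its call under HS was lost in 7 of 22 alternatives, including the 2-fold minimum. GLYMA_15G057900 fell from 4.30 ± 0.484 to 1.05 ± 0.543 CPM under WD + HS (log2 fold change -2.03, adjusted p = 0.00244), and its log2 fold change under HS was -0.84 (adjusted p = 0.152). From the higher CYP707A and lower SVP transcript levels, coupled with the closure of sepal stomata after ABA application (Fig. 4a), the paper proposes that enhanced degradation of ABA could keep ABA concentrations low, and stomata therefore open, in flowers under HS and WD + HS.

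**Figure D3:**
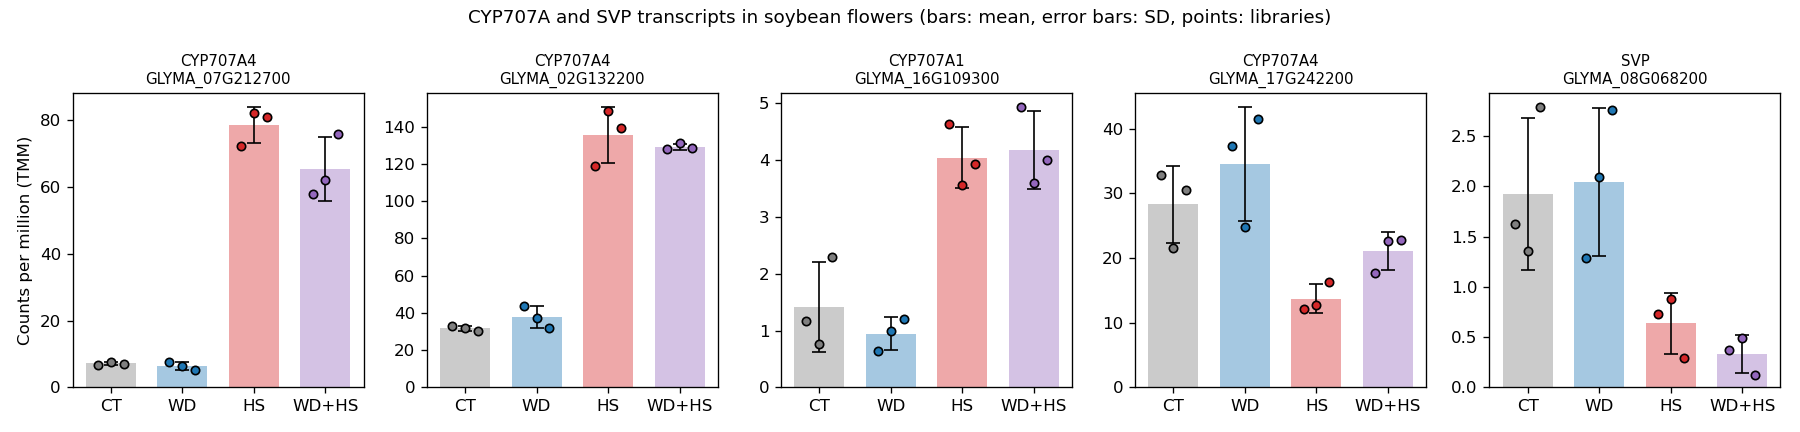
TMM-normalized CPM of 4 CYP707A genes and of the SVP gene GLYMA_08G068200 in flowers under CT, WD, HS and WD + HS. Bars are means, error bars are SD and points are the 3 libraries; GLYMA_07G212700 lies at 78.6 CPM under HS and 65.4 CPM under WD + HS against 7.14 CPM under CT, while GLYMA_17G242200 falls to 13.7 CPM under HS.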

**Fig. 6:**
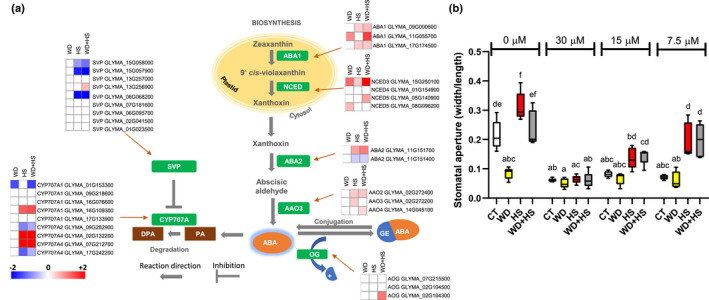
Enhanced expression of transcripts encoding the abscisic acid (ABA) degradation enzyme ABA 8′‐hydroxylase in flowers from soybean (*Glycine max*) plants subjected to heat stress (HS) or water deficit (WD) combined with HS, and higher resistance of these flowers to external ABA application. (a) Heat maps and a pathway showing the expression of transcripts involved in ABA biosynthesis and degradation in whole flowers from plants grown under control (CT), WD, HS or WD + HS conditions. All transcripts shown are significant at *P* < 0.05 (negative binomial Wald test followed by Benjamini–Hochberg correction). (b) Stomatal aperture of sepals from plants subjected to CT, HS, WD or WD + HS at 60 min following application of 30, 15, 7.5 or 0 µM ABA. All experiments were conducted with three biological repeats, each with 10 plants as technical repeats. Twenty microscopic fields from all parts of sepals were measured for each plant. Results are shown as box‐and‐whisker plots with borders corresponding to the 25^th^ and 75^th^ percentiles of the data. Different letters denote significance at *P* < 0.05 (ANOVA followed by a Tukey's *post hoc* test).

To test whether the rate of ABA degradation is enhanced in flowers from plants subjected to HS or WD + HS, we sprayed flowers from plants grown under CT, WD, HS and WD + HS conditions with different concentrations of ABA and measured stomatal aperture (like Fig. 4a, but with lower concentrations of ABA; Fig. 6b). While higher concentrations of ABA (50 or 30 μM) caused a complete stomatal closure in flowers grown under CT, HS and WD + HS (Figs 4a, 6b), lower concentrations of ABA (i.e. 7.5, and to a lesser extent 15 μM) failed to cause a complete or significant stomatal closure in flowers from plants grown under HS or WD + HS conditions (yet caused a complete stomatal closure in flowers from CT plants; Fig. 6b). In agreement with Fig. 4(a), stomata on flowers from plants grown under WD conditions were closed and did not respond to any of the ABA concentrations applied (Fig. 6b). The findings presented in Fig. 6 suggest that the rate of ABA degradation is enhanced in flowers from plants subjected to HS or WD + HS.

### Suppressed accumulation of ABA and JA in flowers from plants subjected to HS or a combination of WD + HS

The results presented in Figs 4 and 6 suggest that the rate of ABA degradation is enhanced in flowers from plants subjected to HS or WD + HS. To determine the concentrations of ABA and its degradation product dihydrophaseic acid (DPA) directly, as well as the concentrations of other hormones potentially involved in stomatal aperture regulation, we measured the concentrations of ABA, DPA, jasmonic acid (JA), JA‐isoleucine (JA‐Ile), salicylic acid (SA) and auxin (IAA) in flowers and leaves from plants subjected to CT, WD, HS and WD + HS conditions (Figs 7, S4). As previously reported for soybean, the overall concentrations of ABA were higher in flowers than in leaves (Yarrow *et al*., 1988; Liu *et al*., 2003; Wong *et al*., 2009). In agreement with our findings that transcripts encoding the ABA biosynthetic enzymes *ABA1* and *NCED* are significantly elevated in flowers in response to WD or WD + HS (Fig. 6a), the concentration of ABA in flowers from plants subjected to WD or WD + HS was significantly higher than that of plants subjected to CT or HS (Fig. 7a). By contrast, and in agreement with our findings that transcripts encoding the ABA degradation enzyme *CYP707A* are significantly and specifically elevated in flowers in response to HS or WD + HS (Fig. 6a), and that flowers of plants grown under HS or WD + HS conditions could potentially have a higher degradation rate of ABA (Fig. 6b), the concentration of DPA, a product of ABA degradation by CYP707A, was significantly elevated only in flowers from plants subjected to HS or WD + HS (Fig. 7b). These findings support our RNA‐seq analysis (Fig. 6a) and ABA application study (Fig. 6b) and demonstrate that an enhanced process of ABA degradation probably occurs in flowers from plants subjected to HS or WD + HS. Interestingly, compared with flowers from plants subjected to CT or WD stress, flowers from plants subjected to HS or WD + HS contained significantly lower concentrations of JA and the active form of JA, JA‐Ile (Fig. 7c,d). Because both ABA and JA can induce stomatal closure during stress in plants (Nilson & Assmann, 2007; Zandalinas *et al*., 2016; Zhu, 2016; Hsu *et al*., 2021; Markham & Greenham, 2021), our findings that flowers from plants subjected to HS or WD + HS contained significantly lower concentrations of JA (Fig. 7c) and JA‐Ile (Fig. 7d), as well as actively degrading ABA (Figs 6, 7b), provide a hormone‐based mechanistic understanding of the opening of stomata on flowers during HS and WD + HS (Fig. 2). In contrast to flowers (Fig. 7a–d), the concentrations of ABA, JA and JA‐Ile in leaves subjected WD + HS were not suppressed (Fig. 7e–g), and stomata on leaves of flowers subjected to WD + HS were closed (Fig. 2). Interestingly, compared with leaves from CT or WD stress, the concentration of IAA was significantly higher in leaves subjected to HS or WD + HS (Fig. S4). In addition, compared with flowers from plants subjected to WD or WD + HS, the concentration of SA was higher in flowers subjected to HS (Fig. S4; but not significantly higher than CT flowers). Further studies are needed to determine the roles of SA and IAA in plant responses to WD + HS.

**Fig. 7:**
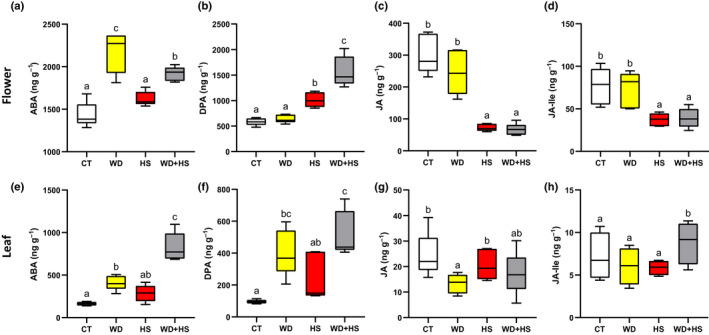
Suppressed accumulation of abscisic acid (ABA) and jasmonic acid (JA) in soybean (*Glycine max*) flowers from plants subjected to heat stress (HS) or a combination of water deficit (WD) and HS. Concentrations of ABA (a), the ABA degradation product dihydrophaseic acid (DPA) (b), JA (c), and JA‐isoleucine (JA‐Ile) (d) in flowers from plants subjected to control (CT), water deficit (WD), heat stress (HS) or WD + HS. (e–h) As (a–d), but for leaves. Experiments were conducted with three biological repeats, each with 12 plants. For each biological repeat, 30–40 different flowers and 15–20 different leaves at the same developmental stage were pooled in five technical repeats. Results are shown as box‐and‐whisker plots with borders corresponding to the 25^th^ and 75^th^ percentiles of the data. Different letters denote significance at *P* < 0.05 (ANOVA followed by a Tukey’s *post hoc* test).

### The effect of WD + HS on flower and leaf stomatal aperture, transpiration and temperature in tobacco

To determine whether stomata of sepals and leaves belonging to a different plant species respond in a similar manner to soybean (Fig. 2), we studied the response of *Nicotiana tabacum* (cv SR1, *petite Havana*) plants to WD, HS and WD + HS. As shown in Fig. 8(a), and in agreement with our previous analysis of tobacco plants subjected to a combination of WD + HS (Rizhsky *et al*., 2002), the leaf temperature of plants subjected to a combination of WD + HS was significantly higher than that of plants subjected to WD or HS. This increase was accompanied by closure of stomata and suppressed transpiration (Fig. 8b,c). In contrast to leaves, and similar to soybean (Fig. 2), stomata on sepals of tobacco plants subjected to WD + HS were open, allowing transpiration to occur (Fig. 8e). Although stomata were open and transpiration occurred (Fig. 8f), the inner flower temperature of tobacco plants subjected to WD + HS (measured for unopened flowers) was significantly higher than that of flowers subjected to HS or WD (Fig. 8d; similar to our findings with soybean (Fig. 2)). As in soybean, it is possible that, owing to differences in tissue thickness between leaves and flowers, keeping transpiration ongoing in flowers is not sufficient to reduce the inner temperature of flowers more extensively.

**Fig. 8:**
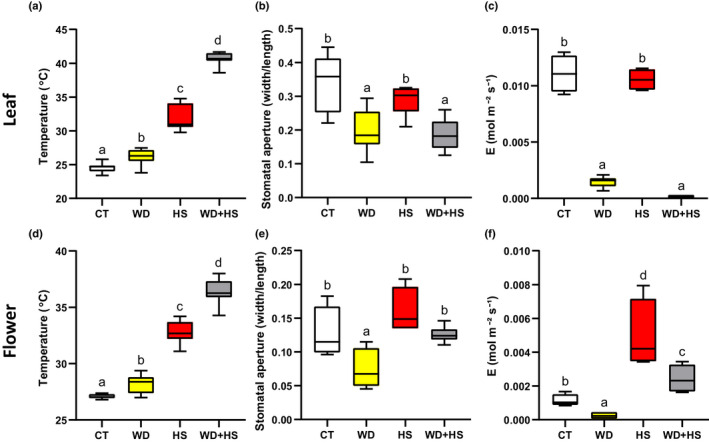
The effect of water deficit (WD) and heat stress (HS) combination on flower and leaf stomatal aperture, transpiration and temperature in tobacco (*Nicotiana tabacum*). (a) Leaf temperature of tobacco plants subjected to control (CT), HS, WD or WD + HS. (b) Stomatal aperture of tobacco leaves subjected to CT, WD, HS or WD + HS. (c) Transpiration (*E*) of tobacco leaves subjected to CT, WD, HS or WD + HS. (d–f) As (a–c), but for tobacco flowers from plants subjected to CT, WD, HS or WD + HS. All experiments were conducted with three biological repeats, each with 10 plants as technical repeats. Twenty microscopic fields from all parts of sepals or from the middle section of leaves (between the main veins) were measured for each plant. Results are shown as box‐and‐whisker plots with borders corresponding to the 25^th^ and 75^th^ percentiles of the data. Different letters denote significance at *P* < 0.05 (ANOVA followed by a Tukey's *post hoc* test).

### Yield of soybean and tobacco subjected to WD + HS

Our findings that stomata of sepals are open during HS and WD + HS, and that this process limits increases in internal flower temperature (Figs 2, 4), suggest that the opening of stomata on sepals could curb the extent of yield losses that may otherwise be caused by WD + HS. Because the temperatures of flowers from plants grown under conditions of HS and WD + HS were comparable (albeit higher in plants subjected to WD + HS; Figs 1, 4, 8), we hypothesized that yield penalty in plants subjected to WD + HS will be comparable to that of plants subjected to HS alone. To test this hypothesis, we grew soybean and tobacco plants under CT, WD, HS and WD + HS conditions and scored them for number of flowers, number of pods and seed weight per plant and flower. In contrast to our previous analysis of soybean yield under these conditions (Cohen *et al*., 2021a), plants were scored for the different parameters while in the chambers, and not following a recovery period in the glasshouse. As shown in Fig. 9(a), soybean and tobacco plants subjected to HS produced significantly more flowers compared with plants subjected to CT, WD or WD + HS. The number of pods and seeds produced by plants and flowers subjected to HS was, however, significantly lower than that of plant and flowers subjected to CT or WD conditions, suggesting that most of these flowers could not produce pods and seeds (Fig. 9b–d). Interestingly, the numbers of pods and seeds produced per plant in soybean plants subjected to HS or WD + HS were comparable (Fig. 9b,c), while the number of seeds produced per flower was significantly higher in plants subjected to WD + HS vs HS (Fig. 9d). These findings suggest that the differential transpiration response of soybean plants (Figs 2, 4) could help to protect flowers during WD + HS. By contrast, HS and WD + HS had a much more severe impact on pod and seed production per plant or flower in tobacco, with WD + HS being the more severe of the two (Figs 9b–d). Our findings suggest that, at least in soybean, which uses pseudocleistogamy for plant reproduction (Takahashi *et al*., 2001; Khan *et al*., 2008; Benitez *et al*., 2010), the differential transpiration of sepals during a combination WD + HS could keep flower temperature under control and help to prevent excessive yield losses.

**Fig. 9:**
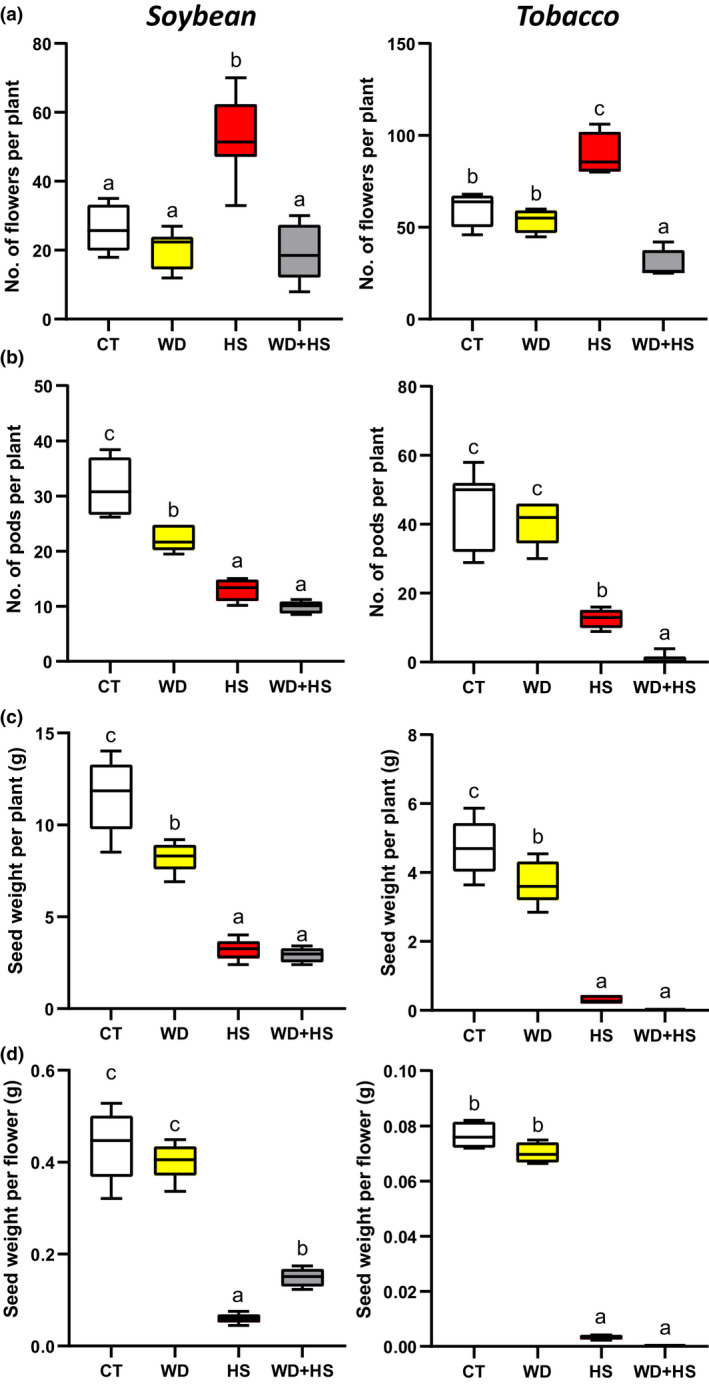
Yield of soybean (*Glycine max*) and tobacco (*Nicotiana tabacum*) plants subjected to a combination of water deficit (WD) and heat stress (HS). (a–d) Number of flowers per plant (a), number of pods per plant (b), total seed weight per plant (c), and total seed weight per flower (d) of soybean (left bar graphs) and tobacco (right bar graphs) plants subjected to control (CT), HS, WD or WD + HS. All experiments were conducted with three biological repeats, each with 10 plants as technical repeats. Results are shown as box‐and‐whisker plots with borders corresponding to the 25^th^ and 75^th^ percentiles of the data. Different letters denote significance at *P* < 0.05 (ANOVA followed by a Tukey's *post hoc* test).

## Discussion

Heat waves occurring during periods of drought can inflict heavy losses to agricultural production, especially if they occur during the reproductive growth phase of crops (Mittler, 2006; Rollins *et al*., 2013; Mazdiyasni & AghaKouchak, 2015; Mahrookashani *et al*., 2017; Lawas *et al*., 2018; Liu *et al*., 2020; Cohen *et al*., 2021b; Rivero *et al*., 2022; Sinha *et al*., 2021). Because water is needed to cool the plant via transpiration, we reasoned that when WD is combined with HS it would limit the ability of plants to cool their flowers and cause a severe heat‐induced reduction in yield. Here, we show that WD + HS conditions, which were found to reduce yield in many different crops (Mittler, 2006; Rollins *et al*., 2013; Mahrookashani *et al*., 2017; Lawas *et al*., 2018; Liu *et al*., 2020; Rivero *et al*., 2022; Sinha *et al*., 2021), are indeed accompanied by higher inner flower temperatures (Figs 1, 8). Higher leaf temperatures were previously reported for plants subjected to WD + HS and linked to the closure of stomata on leaves during stress combination (Rizhsky *et al*., 2002, 2004; Carmo‐Silva *et al*., 2012; Zandalinas *et al*., 2016; Cohen *et al*., 2021a). We therefore expected stomata of flowers from plants subjected to WD + HS to be closed as well. Surprisingly, however, they were open (Figs 2, 8). Moreover, transpiration rates of flowers from plants subjected to WD + HS were as high as those of flowers subjected to HS alone (Figs 2, 8). In contrast to flowers, stomata on leaves of plants subjected to WD + HS were closed (Figs 2, 8). Our results therefore reveal that during a combination of WD + HS annual plants prioritize transpiration through flowers over transpiration through leaves by opening their sepal stomata, while keeping their leaf stomata closed (Fig. 10). This ‘differential transpiration’ strategy lowers flower internal temperature (Fig. 4) and enables some reproductive processes to occur (Fig. 9). Under WD + HS conditions the plant might therefore attempt to protect reproductive processes, at the expense of vegetative organs. This acclimation strategy could also prove effective in other scenarios that may result in higher inner flower temperatures (e.g. combinations of pathogen infection, mechanical wounding, high CO_2_ or air pollution, such as ozone, that cause stomal closure with heat stress; Melotto *et al*., 2006; Vahisalu *et al*., 2010; Raven, 2014; Deger *et al*., 2015; Chen *et al*., 2017; Zhang *et al*., 2018; Devireddy *et al*., 2020).

**Fig. 10:**
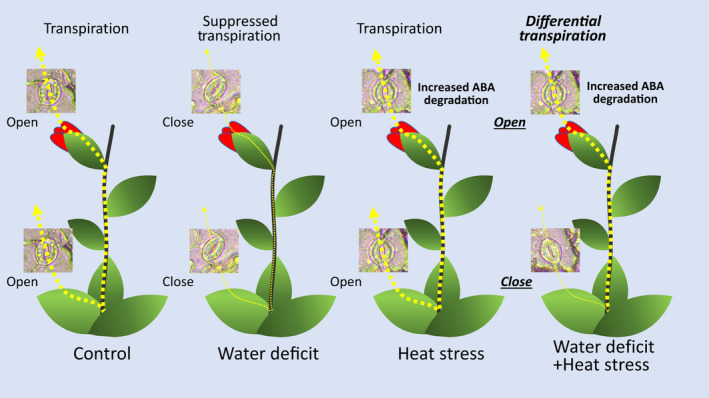
A model depicting ‘differential transpiration’ during a combination of water deficit (WD) and heat stress (HS). Control plants (left) conduct transpiration through open stomata on their leaves and flowers. In response to WD, plants (second from left) close their stomata on leaves and flowers and suppress transpiration. During HS, plants (third from left) keep their stomata on leaves and flowers open and maintain transpiration. By contrast, during a combination of WD and HS, plants (right) keep their stomata on flowers open, while closing their stomata on leaves. The opening of stomata on flowers from plants subjected to HS or a combination of WD + HS is proposed to result from an enhanced rate of abscisic acid (ABA) degradation that specifically occurs in flowers from plants grown under these conditions. The strategy of differential transpiration allows plants subjected to the stress combination to cool their flowers and limit heat‐induced negative impacts on yield.

Enhanced transpiration of flowers grown under WD + HS conditions could cause flowers to undergo dehydration as a result of limited water resources. Indeed, flowers of plants subjected to WD + HS had a lower water potential (Ψ) compared with flowers of plants subjected to HS alone (Fig. 2). This observation suggests that the strategy of differential transpiration under WD + HS conditions (Fig. 10) has its limits, and once flowers will reach a dehydration point of no return, reproductive processes will be further, and perhaps irreversibly, damaged. Another point to consider is the intensity of transpiration occurring from plants and whether it is sufficient to cool flowers by 2–3°C (Figs 2, 4). It is possible that other factors, as well as the cocooning effect of reproductive tissues within flowers, are playing a role in this process. The challenges faced by flowers of plants subjected to WD + HS, and the findings that they may be subjected to a combination of heat and dehydration stress (Fig. 2), is also reflected in our RNA‐seq analysis. Flowers from plants subjected to WD + HS displayed a unique transcriptomics response that was different from that of flowers from plants subjected to HS or WD (Fig. 5a,b). Interestingly, the overall transcriptomics response of flowers to WD, HS or WD + HS was different from that of leaves (with the highest degree of similarity observed between flowers and leaves subjected to a combination of WD + HS; Fig. 5c). This observation might reflect the many different reproductive processes that occur in developing flowers compared with leaves, but could also suggest that flowers are subjected to different types or degrees of stress compared with leaves under WD + HS conditions. Further studies are, of course, needed to address these intriguing possibilities. In future studies it would also be important to test whether intermittent HS or WD, or even short episodes of WD + HS, occurring during the vegetative growth stage of soybean plants, can prime the transcriptomic responses of flowers to these different stresses and their combination during the reproductive growth phase.

Our RNA‐seq analysis further revealed that the expression of several transcripts encoding the key ABA degradation enzymes ABA 8′‐hydroxylase is specifically enhanced in flowers from plants subjected to HS or WD + HS (Fig. 6a). Interestingly, stomata of flowers grown under HS or WD + HS closed in response to external application of ABA (Fig. 4a), suggesting that ABA may not accumulate to high concentrations in flowers from plants subjected to these stresses. ABA biosynthesis might therefore occur in flowers from plants subjected to WD, HS or WD + HS, but under conditions of HS and WD + HS, ABA degradation could keep ABA concentrations low and, hence, stomata open (Figs 2, 6, 7). Indeed, the concentrations of the ABA degradation product DPA were specifically and significantly elevated in flowers from plant subjected to HS or WD + HS (Fig. 7b), and lower concentrations of ABA were unable to cause complete stomatal closure in flowers from plants grown under HS or WD + HS conditions (Fig. 6b), supporting this hypothesis. In addition to enhanced ABA degradation (Figs 6b, 7b), the concentrations of JA and JA‐Ile were also specifically and significantly altered (reduced) in flowers from plants subjected to HS or WD + HS (Fig. 7c,d). Because JA‐Ile and ABA are both involved in the regulation of stomatal closure during stress (Nilson & Assmann, 2007; Zandalinas *et al*., 2016; Zhu, 2016; Zhang *et al*., 2022; Hsu *et al*., 2021; Markham & Greenham, 2021), the acclimation strategy of ‘differential transpiration’ during WD + HS (Fig. 10) could be explained by differential accumulation of these two hormones between flowers (enhanced degradation of ABA and reduced concentrations of JA‐Ile; Figs 6, 7b,d) and leaves (enhanced accumulation of ABA and JA‐Ile; Fig. 7e,h). Further studies are, of course, needed to determine how genes involved in the biosynthesis, degradation, and transport of these two hormones are differentially regulated in flowers and leaves in response to WD, HS, WD + HS and other stressful conditions.

For plants that use cleistogamy or pseudocleistogamy for reproduction, cooling of flowers by opening stomata on sepals could be especially important to protect reproductive processes from high temperatures. Although most of the closed soybean flower surface is covered by sepals (Fig. 1b), cooling of a closed flower that has a diameter of *c*. 1.5–2 mm by transpiration from sepals is much harder than cooling a leaf that has a thickness of *c*. 0.12–0.15 mm. It is likely that as a result of the thickness of flower buds, cooling by transpiration can only contribute to a reduction of *c*. 2–3°C in flower temperature during HS or WD + HS conditions (Fig. 4) and this reduction would, of course, depend on the water status of the plant. It therefore seems logical to speculate that the smaller the closed flower, the easier it will be to cool it by transpiration. Moreover, the strategy of differential transpiration, revealed by this work (Fig. 10), may be primarily beneficial for annual plants that need to produce seeds every season, as opposed to perennials that need to protect their vegetative tissues and might abort or skip flowering during entire seasons if conditions are not permissive. Because many important crops, such as soybean, wheat and barley, are annual, use cleistogamy or pseudocleistogamy for reproduction, and have relatively small flowers, the strategy of differential transpiration could play an important economic role in preventing yield penalty under different stress conditions, especially when they occur during the reproductive stage of plant growth. Further studies are needed to dissect the different pathways involved in this response and identify key regulators that control it.

The identification of differential transpiration as a potential mechanism that prevents yield losses under WD + HS conditions highlights new avenues for crop improvements. For example, the density and size of stomata on sepals or other floral organs might be altered (e.g. by manipulating the expression of different stomatal development genes; Fig. S3) to improve transpirational cooling of reproductive tissues. In addition, the pathways and mechanisms controlling stomatal responses of flowers could be manipulated to modulate opening or closing (e.g. by regulating ABA concentrations via ABA degradation; Figs 6, 7), depending on different environmental conditions, protecting flowers from overheating. These manipulations could target the timing of opening or closing as well as the different stimuli and stresses that trigger them.

In summary, our work reveals a novel acclimation strategy of plants that prioritize the transpiration of reproductive tissues over that of vegetative tissues (Fig. 10). This mechanism, termed ‘differential transpiration’, protects flowers of plants from overheating and could be important to minimize yield losses under conditions of stress combination. In addition, it can serve as a new example for plant plasticity in response to abiotic stress.

## Author contributions

RS, SIZ and YF performed experiments and analyzed the data. SS and TJ analyzed the transcriptomics data, SZ incorporated the transcriptomics data in SoyKB database, RM, FBF, RS, TJ, SS, AG‐C, SIZ and YF designed experiments, analyzed the data, and/or wrote the manuscript.

## Supporting information

**Dataset S1** Transcripts significantly upregulated in soybean flowers subjected to water deficit stress (Fig. 5b).
**Dataset S2** Transcripts significantly downregulated in soybean flowers subjected to water deficit stress (Fig. 5b).
**Dataset S3** Transcripts significantly upregulated in soybean flowers subjected to heat stress (Fig. 5b).
**Dataset S4** Transcripts significantly downregulated in soybean flowers subjected to heat stress (Fig. 5b).
**Dataset S5** Transcripts significantly upregulated in soybean flowers subjected to combination of water deficit and heat stress (Fig. 5b).
**Dataset S6** Transcripts significantly downregulated in soybean flowers subjected to combination of water deficit and heat stress (Fig. 5b).
**Dataset S7** Transcripts significantly upregulated in soybean leaves subjected to water deficit (Fig. 5b).
**Dataset S8** Transcripts significantly downregulated in soybean leaves subjected to water deficit (Fig. 5b).
**Dataset S9** Transcripts significantly upregulated in soybean leaves subjected to heat stress (Fig. 5b).
**Dataset S10** Transcripts significantly downregulated in soybean leaves subjected to heat stress (Fig. 5b).
**Dataset S11** Transcripts significantly upregulated in soybean leaves subjected to combination of water deficit and heat stress (Fig. 5b).
**Dataset S12** Transcripts significantly downregulated in soybean leaves subjected to combination of water deficit and heat stress (Fig. 5b).
**Dataset S13** Transcripts exclusively differentially expressed in soybean flowers subjected to water deficit (Fig. 5b).
**Dataset S14** Transcripts exclusively differentially expressed in soybean flower subjected to heat stress (Fig. 5b).
**Dataset S15** Transcripts exclusively differentially expressed in soybean flower subjected to combination of water deficit and heat stress (Fig. 5b).
**Dataset S16** Transcripts commonly expressed in soybean flower subjected to water deficit, and combination of water deficit and heat stress (Fig. 5b).
**Dataset S17** Transcripts commonly expressed in soybean flower subjected to water deficit stress and heat stress (Fig. 5b).
**Dataset S18** Transcripts commonly expressed in soybean flowers subjected to heat stress, and combination of water deficit and heat stress (Fig. 5b).
**Dataset S19** Transcripts commonly expressed in soybean flowers subjected to water deficit, heat stress and combination of water deficit and heat stress (Fig. 5b).
**Dataset S20** Transcripts exclusively expressed in soybean leaves subjected to water deficit (Fig. 5b).
**Dataset S21** Transcripts exclusively expressed in soybean leaves subjected to heat stress (Fig. 5b).
**Dataset S22** Transcripts exclusively expressed in soybean leaves subjected to combination of water deficit and heat stress (Fig. 5b).
**Dataset S23** Transcripts commonly expressed in soybean leaves subjected to water deficit stress and heat stress (Fig. 5b).
**Dataset S24** Transcripts commonly expressed in soybean leaves subjected to heat stress, and combination of water deficit and heat stress (Fig. 5b).
**Dataset S25** Transcripts commonly expressed in soybean leaves subjected to water deficit, and combination of water deficit and heat stress (Fig. 5b).
**Dataset S26** Transcripts commonly expressed in soybean leaves subjected to water deficit, heat stress and combination of water deficit and heat stress (Fig. 5b).
**Dataset S27** Transcripts exclusive to soybean flowers in response to water deficit, heat stress and combination of water deficit and heat stress compared with leaves (Fig. 5b).
**Dataset S28** Transcripts exclusive to soybean leaves in response to water deficit, heat stress and combination of water deficit and heat stress compared with soybean flowers (Fig. 5b).
**Dataset S29** Unique transcripts in response to combination of water deficit and heat stress exclusive to soybean flower compared with leaves (Fig. 5b).
**Dataset S30** Unique transcripts in response to combination of water deficit and heat stress exclusive to soybean leaves compared with flower (Fig. 5b).
**Dataset S31** Transcripts commonly expressed in soybean flowers and leaves when subjected to water deficit, heat stress and combination of water deficit and heat stress (Fig. 5b).
**Dataset S32** Unique transcripts in response to combination of water deficit and heat stress common between soybean flower and leaves (Fig. 5b).
**Dataset S33** Transcripts exclusively expressed in soybean flowers compared with soybean leaves when subjected to water deficit (Fig. 5c).
**Dataset S34** Transcripts exclusively expressed in soybean leaves compared with soybean flowers when subjected to water deficit (Fig. 5c).
**Dataset S35** Transcripts commonly expressed in soybean flowers and soybean leaves when subjected to water deficit (Fig. 5c).
**Dataset S36** Transcripts exclusively expressed in soybean flowers compared with soybean leaves when subjected to heat stress (Fig. 5c).
**Dataset S37** Transcripts exclusively expressed in soybean leaves compared with soybean flowers when subjected to heat stress (Fig. 5c).
**Dataset S38** Transcripts commonly expressed in soybean flowers and soybean leaves subjected to heat stress (Fig. 5c).
**Dataset S39** Transcripts exclusively expressed in soybean flowers compared with soybean leaves subjected to combination of water deficit and heat stress (Fig. 5c).
**Dataset S40** Transcripts exclusively expressed in soybean leaves compared with soybean flowers subjected to combination of water deficit and heat stress (Fig. 5c).
**Dataset S41** Transcripts commonly expressed in soybean flowers and soybean leaves subjected to combination of water deficit and heat stress (Fig. 5c).
**Dataset S42** Expression of heat shock factor (HSF) transcripts in soybean flowers and leaves subjected to water deficit, heat stress and combination of water deficit and heat stress (Fig. 5e).
**Dataset S43** Expression of MYB transcripts in soybean flowers and leaves subjected to water deficit, heat stress and combination of water deficit and heat stress.
**Dataset S44** Expression of APETALA 2 (AP2) transcripts in soybean flowers and leaves subjected to water deficit, heat stress and combination of water deficit and heat stress. Click here for additional data file.

**Fig. S1** Cross‐section light microscopy analysis of fixed and embedded soybean (*Glycine max*) flowers from plants grown under controlled growth conditions.
**Fig. S2** Height of soybean (*Glycine max*) plants grown under control (CT), water deficit (WD), heat stress (HS) and WD + HS.
**Fig. S3** Expression of transcripts involved in stomatal development in flowers from soybean (*Glycine max*) plants grown under control (CT), water deficit (WD), heat stress (HS), or WD + HS conditions.
**Fig. S4** Accumulation of SA and IAA in flowers from soybean (*Glycine max*) plants subjected to heat stress or a combination of water deficit and heat stress.
**Table S1** List of primers used for RT‐PCR.
Please note: Wiley Blackwell are not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office. Click here for additional data file.

## Data Availability

Data supporting the findings of this work are provided in the main paper and Supporting Information. Raw and processed RNA‐seq data files were deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/) (accession no. GSE186317). RNA‐seq data can also be accessed through the SoyKB database (https://soykb.org/DiffExp/diffExp.php).

How the deposited data were processed for this re-analysis (not part of the article)

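RNA was sequenced from whole closed flowers of soybean plants grown under control conditions (CT), water deficit (WD), heat stress (HS) or both (WD + HS) for 10 d, with 3 biological repeats per treatment and 12 libraries. Each repeat pooled flowers from several plants, so the replicates measure the variation between pools. Libraries were assigned to treatments by the labels of the deposited samples, and the columns of the count table and the FPKM table were matched by correlation, with 12 of 12 columns closest to their own counterpart.

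The authors trimmed the reads with Trim Galore, checked them with FastQC, aligned them with Hisat2 to the soybean genome of Ensembl Plants and sorted the alignments with SAMtools. The deposited counts are raw counts of reads per gene for each library, without normalization; the paper's text does not name the counting program. The deposited FPKM values, scaled for transcript length and for mapped fragments, were made by the authors with Cufflinks for each library. The count table holds 55897 genes, of which 7965 have no count in any library, and the FPKM table holds 57147 features. The paper tested its genes with Cuffdiff, which needs the alignments and was not repeated here.

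Library totals ran from 14049107 to 22415845 counted reads. Differences between replicates, counting error included, had a mean variance 3.52 to 12.1 times that of counting error alone. This mean was taken over genes above a minimum of reads. It does not show that counting error is small for genes with few reads. Where all libraries of a group had at most 3 reads on a gene, a fold change was given as a lower bound against the level of 3 reads. No counting intervals were computed for single libraries.

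Counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr with its minimum count of 10, TMM normalization, and the quasi-likelihood test in a single fit of 4 groups without a replicate block. The p-values were adjusted by the Benjamini-Hochberg method over the 38410 genes tested, and genes with an adjusted p-value under 0.05 were called changed, with no minimum fold change. The contrasts were each stress against CT, WD + HS against HS, WD + HS against WD, and the interaction of WD and HS. Each standard error is the absolute log2 fold change divided by the square root of the test's F statistic. It is not an error taken from the fitted model, and for genes with few reads in a group it may be too small. The named genes were fixed in advance as every gene of Fig. 6a and Fig. 5e, the soybean genes described as STOMAGEN, ERL1 or ARF5/MP, the NCED3 gene of the supplement that is not in Fig. 6a, and for each stress the 2 largest rises and the 2 largest falls among changed genes with a mean of at least 5 CPM (counts scaled to the effective size of the library) and no overlap between the stressed and the CT libraries. Identifiers of Fig. 5e and Fig. 6a were read from the figures.

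The procedure was tested on simulated data. Among 37858 simulated genes tested, a log2 fold change of 1.5 under WD + HS was given to 200 genes, 198 of which were tested; 165 (83.3%) were called in WD + HS against CT together with 13 unchanged genes, 138 (69.7%) had an interaction, and 0 genes were called under WD, where nothing had been changed.

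Alternatives were DESeq2 1.42.0, upper-quartile factors, library size without factors, no filter beyond 1 count in total, at least 10 counts in every library, a replicate block, limma-trend (limma 3.58.1) on log2(FPKM + 1) and log2(FPKM + 0.1) of the deposited FPKM values for genes with an FPKM of at least 1 in 3 libraries, a fit of only the libraries compared, each library left out in turn, and a minimum absolute log2 fold change of 1. That minimum keeps the main fit, and any smaller change fails it by definition. Group labels were also exchanged among libraries, with 10 splits for each pair of groups and 100 regroupings for results of all 4 groups.

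Some analyses fixed in advance were not run. The shares of calcium, kinase, protease, clathrin and transporter genes among genes unique to WD + HS, and the counts of changed MYB, AP2 and jasmonate biosynthesis genes, need a description for every gene tested, and descriptions were at hand only for genes in part of the paper's lists; the reference gene table uses other identifiers and matched none. ERL1 and ARF5/MP could not be paired with an identifier. Leaf libraries, RT-qPCR, hormone, stomatal and temperature measurements were not used here.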

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

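Of the tests reported in this part, the one that exchanged water labels within each temperature, the one on library scaling and the counts that set aside regroupings holding the effects of heat or WD were chosen only after the number and direction of the interaction genes had been seen.

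The effect of WD differed between plants at 38°C and at 28°C for 1132 of the genes tested, by the edgeR test of the interaction itself with a Benjamini-Hochberg adjusted p-value under 0.05, and the paper does not report such a test. The interaction was negative for 941 genes and positive for 191. Of the negative ones, 933 were lower in WD + HS than in HS; their median log2 fold change was 0.32 for WD against CT, 0.02 for HS against CT and -1.35 for WD + HS against HS. Library depth did not account for the number, since with every library thinned to the smallest total 1057 genes were found, 1007 of them among the 1132. Nor did the genes with the highest counts, since leaving out the 10 highest of each library, 15 genes in all, gave 1128 genes, of which 1124 were shared. Under the other scalings of the libraries the negative part stayed between 79.1% and 94.0%. When group labels were permuted within replicate numbers, 8 of 100 groupings, the real one included, gave at least as many genes. Each of the other 7 set 5 or 6 of the 6 heated libraries on the same side of the contrast, where the real grouping sets 3, so those counts contain the effect of heat. Exchanging water labels within temperature and replicate number gave at least as many genes in 6 of 32 assignments, the real one included; 4 of the other 5 turned the contrast mostly into the effect of WD itself. Among the 85 regroupings with at most 4 heated libraries on a side, the real one alone gave as many genes, and among the 25 assignments of water labels that follow the effect of WD less, 2 did, the real one included. Since most of the regroupings with as many genes hold the effects of heat or WD, these tests do not settle whether a chance assignment of the libraries gives so many interaction genes, and that explanation stays open. An effect of the growth chambers was not testable either. That WD lowers many transcripts in flowers only when plants are also heated is a candidate explanation that remains beside these.

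Among the named genes, 6 had an interaction with an adjusted p-value under 0.05. For NCED3 (GLYMA_15G250100) it was 1.32 (standard error 0.19, adjusted p = 0.000581), and all 3 WD + HS libraries lay above all 3 HS libraries. Under the alternatives the estimate ran from 1.21 to 1.42 and the adjusted p from 2.29e-07 to 0.0329. The summed counts of this gene and the other gene described as NCED3 had an interaction of 1.01 (standard error 0.15, adjusted p = 0.000773 in edgeR). Reads assigned to the wrong copy leave that sum unchanged, so an interaction was seen for the pair. The sum does not tell how the interaction divides between the copies. A stronger rise of NCED3 transcripts under WD when plants are also heated may therefore be a response to the combination, as a hypothesis that the growth chambers leave open. For NCED5 (GLYMA_08G096200) the interaction was -0.76 (standard error 0.14, adjusted p = 0.00243, from 0.000105 to 0.0431 under the alternatives), with a rise under WD that was not seen under WD + HS.

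The other interactions were negative. For HSFA6B (GLYMA_10G029600) the value was -1.56 (standard error 0.34, adjusted p = 0.0109, from 0.000725 to 0.0446 under the alternatives). For HSFA2 (GLYMA_04G052000) it was -1.22 (standard error 0.29, adjusted p = 0.0185, from 0.000155 to 0.212 under the alternatives), and 7 of 21 alternatives left it short of the threshold. GLYMA_04G105900, described as lipoxygenase 1, had -5.07 (standard error 1.05, adjusted p = 0.00747 in edgeR, from 8.4e-07 to 0.0573 under the alternatives), its rise under WD being absent under WD + HS. It was picked from these same libraries for its large rise under WD. That choice by itself pushes its interaction towards negative values. For GLYMA_13G275700 the value of -3.52 (standard error 0.94, adjusted p = 0.044, from 0.000808 to 0.29 under the alternatives) was short of the threshold in 13 of 20 alternatives. All 3 WD + HS libraries lay below all 3 HS libraries for HSFA6B and for the HSFA2 gene. No technical explanation was tested for these 4 genes one by one.

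GLYMA_08G176300, described in the paper's supplement as NCED3, lies outside the genes the paper discusses in Fig. 6a. It rose from 3.90 ± 0.301 CPM (SD, n = 3) under CT to 13.3 ± 0.285 under WD, 8.30 ± 0.209 under HS and 40.8 ± 5.49 under WD + HS, where its log2 fold change was 3.38 (standard error 0.13, adjusted p = 2.88e-13 in edgeR) with all 3 libraries above all CT libraries. The log2 fold change was 1.76 under WD and 1.08 under HS, and 2.29 for WD + HS against HS. Under the alternatives the estimate for WD + HS ran from 2.31 to 3.46. The files do not show how reads that fit both NCED3 genes were counted, so the counts do not tell how the rise divides between them; the summed counts of both had a log2 fold change of 3.16 under WD + HS.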

How the results depend on the processing

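Which alternatives to try was decided before the data were examined, except that the values of single genes for WD + HS against HS and for the interaction were put through the same alternatives after they had been seen. A count of genes is taken as moved when it changed by more than 1.5 times.

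The counts for HS and WD + HS against CT, for WD + HS against HS and against WD, and of genes unique to WD + HS, in total and differing from HS, moved only with a minimum absolute log2 fold change of 1. They were then 2713 for HS, 4001 for WD + HS, 1402 for WD + HS against HS, 3236 for WD + HS against WD, 2324 genes unique to WD + HS, and 907 of these that also differed from HS. The same minimum gave 137 genes for WD, 23 common to the 3 stresses, 9 HSF genes under HS, 6 HSF genes between WD + HS and HS, and 1 gene of Fig. 6a under WD and 5 under HS. The counts of HSF genes and of Fig. 6a genes changed under WD + HS stayed within 1.5 times under every alternative run.

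The count for WD, 622 genes, also moved with 9 of the other 21 choices. It was 1010 with DESeq2, 1016 with no filter beyond 1 count in total, 170 and 168 with limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), 224 when only the CT and WD libraries were fitted, and from 266 to 1240 across the 12 fits that each left out a library, 4 of which moved it, the highest without WD replicate 1. Of the 622 genes, 616 were also called with DESeq2, but 119 with each FPKM setting, 221 with only the CT and WD libraries and 256 without CT replicate 2. The genes common to the 3 stresses followed it, with 499 for DESeq2, 490 without the filter, 87 and 90 with limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), and from 129 to 559 with a library left out. For the HSF genes changed under WD, 1 in the fit of all libraries, the counts were 2 with DESeq2, 3 without the filter, 0 with either FPKM setting and 0 with only the CT and WD libraries, and from 0 to 3 with a library left out; at an unadjusted p under 0.05 the FPKM settings gave 11 HSF genes each, the fit of the CT and WD libraries 4, and the fits with a library left out 4 to 12. The interaction gave 363 genes with log2(FPKM + 1) and 447 with log2(FPKM + 0.1) in place of 1132. The cause of these moves was not tested.

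With the FPKM values the median interaction over all genes was -0.12 with log2(FPKM + 1) and -0.14 with log2(FPKM + 0.1), against -8.17e-05 with TMM, and the share of higher genes rose from 49.8% to 61.8% under HS with log2(FPKM + 1), while for WD + HS against HS it fell from 35.0% to 502 of 2649 genes. With upper-quartile factors and with library size alone, every count stayed within 1.5 times of the TMM count, and so it did with a replicate block, which gave 578 genes for WD and 13900 for WD + HS. Deviations of libraries with the same replicate number from their group means correlated by -0.0115 on average over 18 pairs, so that no pairing was seen that the block could take out.

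For single genes, 81 values were put through the alternatives. The minimum absolute log2 fold change of 1 put 17 of them short of the threshold, which small changes fail by definition. Of the 1755 values obtained, 1645 kept their direction and their side of the threshold, 85 were no longer past it, 22 came past it and 3 changed direction. Those 3 belong to STOMAGEN under WD, whose log2 fold change of -0.14 became 0.0603 with log2(FPKM + 1), 0.0743 with log2(FPKM + 0.1) and 0.18 without CT replicate 2, in a range from -0.38 to 0.18 with a library left out. With at least 10 counts in every library, 61 of the 81 values could be computed; the others gave no value. The interaction could not be fitted with only the libraries of a pair of groups. The class shares and the MYB, AP2 and jasmonate counts planned earlier were not run under any setting.

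Depth limits the genes with few reads. Genes with few reads in CT, such as GLYMA_07G200500 and GLYMA_14G063700, allow only a lower bound on their change. With 3 libraries per treatment, the simulated log2 fold change of 1.5 was found for 83.3% of the genes in WD + HS against CT and for 69.7% of them in the interaction. How often smaller changes, or changes under WD, are found was not simulated; under WD 5340 genes had an unadjusted p under 0.05.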

Differences from the paper's values

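The paper's list of transcripts lower under WD in flowers holds 435 genes, against 262 here. Of the alternatives set before the data were examined, DESeq2 (418 genes), upper-quartile factors (298), no filter beyond 1 count in total (453) and leaving out WD replicate 1 (522) came within 1.5 times of the paper's number, and the others did not. The region of the Venn diagram shared by WD and HS but not WD + HS held 35 genes here, while the paper gives about 93 in Fig. 5b, read by eye. DESeq2 (69 genes), no filter (107) and leaving out WD replicate 1 (72) came within 1.5 times of it, and the other alternatives did not.

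For 4 named genes the log2 fold change differed from the paper's supplement. For all 4 the difference was larger than the SD between replicates. GLYMA_10G176400 under HS was 7.57, against the paper's 6.95; among the alternatives set before the data were examined, limma-trend on log2(FPKM + 0.1) gave 6.91, within the SD of the paper's value, and no other did. GLYMA_14G064600 under HS was -4.58 against the paper's -5.15, which lies inside the range of -5.66 to -4.20 with a library left out. Leaving out CT replicate 2 gave -4.71. HSFA6B (GLYMA_10G029600) under HS was 1.08 against the paper's 1.28, which lies inside the range of 0.99 to 1.38 under the alternatives. Limma-trend on log2(FPKM + 1) gave 1.19 and on log2(FPKM + 0.1) 1.38, and leaving out CT replicate 3 gave 1.23. The NCED3 gene GLYMA_08G176300 under WD was 1.76 against the paper's 1.21, and limma-trend on log2(FPKM + 0.1), with 1.23, came within the SD while the other alternatives did not.

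The legend of Fig. 6a states that all transcripts shown are significant. The identifiers of Fig. 6a and Fig. 5e were read by eye. GLYMA_17G133900 of Fig. 6a, and GLYMA_01G143500 and GLYMA_13G180200 of Fig. 5e, had no count in any library. A misread identifier can therefore not be excluded among the genes not called. Of the 33 identifiers read from Fig. 6a, 18 were changed in at least 1 of the 3 stresses here, 15 were not, and 5 of those did not pass the filter on low counts. Of the 15, the SVP gene GLYMA_06G095700 was called without CT replicate 1, and the SVP gene GLYMA_13G257000 was called with no filter. CYP707A2 (GLYMA_09G282900) and ABA2 (GLYMA_11G151400) were called with limma-trend on log2(FPKM + 1) and on log2(FPKM + 0.1). For the ABA2 gene the call was a lower level under WD + HS, with log2 fold changes of -0.33 and -0.36, opposite to the rise the paper states for ABA2. The remaining 11 were called under none of the settings run. The legend of Fig. 5 says the same of the HSF genes, of which 24 of 52 were changed here in at least 1 stress. Of the other 28, 8 were called under another setting. GLYMA_11G025700 was called with library size alone, with no filter, with at least 10 counts in every library, with limma-trend on either FPKM scale, with only the libraries compared, and without CT replicate 2, WD replicate 1 or WD replicate 2. GLYMA_16G196200 was called with no filter, with limma-trend on either FPKM scale, with only the libraries compared, and without WD replicate 1 or WD replicate 2. Limma-trend on either FPKM scale called GLYMA_05G095800 and GLYMA_09G206600, and on log2(FPKM + 1) it called GLYMA_07G086300. GLYMA_20G150300 was called with only the libraries compared and without WD replicate 3, GLYMA_01G015900 without WD replicate 1, and GLYMA_17G241300 without WD + HS replicate 1. The remaining 20 were called under none.

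The paper states that ABA2 and AAO transcripts were significantly elevated under HS or WD + HS. No ABA2 gene was past the threshold under HS here, where GLYMA_11G151700 had a log2 fold change of 0.63 (adjusted p = 0.0654 in edgeR, from 0.00728 to 0.188 under the alternatives). It was called under HS with limma-trend on either FPKM scale, with only the CT and HS libraries and without WD replicate 1. AAO3 (GLYMA_02G272200) was past the threshold under neither treatment in any setting, with an adjusted p from 0.0687 to 0.411 under HS, and AAO4 (GLYMA_14G045100), whose log2 fold change under HS was 0.23, was called under HS only without CT replicate 3. The paper also states that SVP expression was suppressed under HS and WD + HS. The SVP gene GLYMA_15G058000 had a log2 fold change of -0.68 under WD + HS (adjusted p = 0.0815 in edgeR) and was called there with no filter, with limma-trend on either FPKM scale, with only the CT and WD + HS libraries, and without WD replicate 1 or WD replicate 2. The SVP gene GLYMA_15G057900 had -0.84 under HS (adjusted p = 0.152 in edgeR) and was called there with limma-trend on either FPKM scale and with only the CT and HS libraries.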

Other observations

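The tests on genes that follow GLYMA_13G024100, on genes listed at an FPKM of 0 and on genes unique to WD + HS were chosen only after those patterns had been seen.

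How often other groupings of the libraries give counts as large was tested for each count of changed genes. For WD, HS and WD + HS against CT, for WD + HS against HS and against WD, for the HSF genes in each stress and between WD + HS and HS, and for the Fig. 6a genes in each stress, 1 of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, the real split, gave a count as large. The other 6 of the 10 splits part 1 such pair and none of them gave a count as large; the highest count in any split but the real one was 34 genes, for WD + HS against CT. With so few splits the share cannot fall under 0.05 whatever the counts are, so this test cannot decide whether a chance assignment gives such counts. For results that use all groups, 100 groupings within replicate numbers were compared. As many genes common to the 3 stresses were found in 2 of the 100, as many genes unique to WD + HS in 1, and as many of these that also differ from HS in 2, each time with the real grouping included.

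Of the 4916 genes unique to WD + HS, 85.9% moved in the same direction under HS and 67.6% under WD, directions that share the CT libraries with those under WD + HS. Under HS 26.7% had an unadjusted p under 0.05, with a median absolute log2 fold change of 0.24 over the list against 0.66 under WD + HS, and 32.4% differed between WD + HS and HS in the direct test. A change under HS that stays short of the threshold is a candidate explanation for part of the list, and these values do not decide it, since a gene that did not differ from HS is not thereby shown to be changed under HS. The 1591 genes that differed from HS are those for which a difference was shown, and among them 1224 also differed from WD.

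Of the 11 HSF genes that differed between WD + HS and HS, 10 were lower under WD + HS. Library scaling did not account for this, since the lowest part that was lower under another scaling was 84.6%, and neither did depth, since 10 of the 10 were still called lower with every library thinned to the smallest total. WD may thus lower the level of several HSF transcripts that plants reach under heat, a hypothesis that the growth chambers leave open. The HSP20-like genes named for their large changes did not follow the HSF genes in a single direction. The log2 fold change of WD + HS against HS was 0.56 for GLYMA_10G176400 (standard error 0.10, adjusted p = 0.000681 in edgeR), 0.21 for GLYMA_07G200500 (standard error 0.18, adjusted p = 0.563) and -0.69 for GLYMA_08G068800 (standard error 0.18, adjusted p = 0.0163).

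A group of 52 genes followed GLYMA_13G024100 across the 12 libraries (correlation at least 0.95), 43 of them with identifiers on chromosome 13 and 42 of these between 13G011400 and 13G024300, where 54 genes were tested. Together they took 1.01%, 1.51% and 0.105% of the reads in the CT libraries, 0.133%, 0.110% and 0.359% under WD, 0.117%, 0.117% and 0.103% under HS, and 0.0803%, 0.0895% and 1.19% under WD + HS. Of the 52, 49 were called lower under HS, with log2 fold changes from -7.72 to -1.36. Under WD 0 were called, 46 having an unadjusted p under 0.05, and under WD + HS 0 were called, 1 having an unadjusted p under 0.05. For only 9 of the 49 did every CT library lie above every HS library, a pattern that chance gives in 10% of genes in either direction. Leaving out CT replicate 2 reduced the calls under HS to 19 and leaving out CT replicate 1 to 34, while 52 were called without CT replicate 3. These counts follow from how the group was chosen, since GLYMA_13G024100 itself had 928 CPM in CT replicate 3 and 1037 and 1038 CPM in HS replicates 1 and 2. The shares above repeat the pattern of GLYMA_13G024100, by which the group was chosen, so they are not independent evidence either. In that pattern CT replicate 3 and WD replicate 2, which were not heated, lie at the level of the HS libraries. WD + HS replicate 3 lies far above the other 2 libraries of its treatment. A response to heat alone would not give this pattern, but whether heat has a part in it was not decided. An RNA that entered single libraries in different amounts stays a candidate explanation, which the counts of calls do not test independently; which tissue such an RNA came from was not tested. Of the 191 genes with a positive interaction 21 belong to this group, among them 17 of the 20 with the largest estimates.

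In the deposited FPKM table, 1970 values of a gene in a library are 0 although at least 50 reads were counted there, for 451 genes and between 133 and 197 of them per library. Among the genes of the paper's Datasets S1 to S4 that could be read, 70 are listed at an FPKM of 0 in all libraries of a group, and 19 of these had at least 10 counts in each library of that group. An FPKM of 0 given to genes with counted reads may account for these 19. The other 51 did not reach 10 counts in each library of the group. How many of the 51 had some counted reads was not separated, so the explanation stays undecided for them. Of the 19, 4 were called in the same direction from the counts, and the median absolute log2 fold change of the 19 was 0.21. GLYMA_15G137500 is an example chosen after its values were seen. It is listed at 0 in all CT libraries, where 381, 535 and 312 reads were counted, and at 25.5, 57.3 and 40.7 under HS, where 318, 423 and 412 reads were counted, and its log2 fold change from the counts was -0.18 (adjusted p = 0.273 in edgeR).

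Of the genes in the paper's Datasets S1 and S2 that were tested, 488 of 489 higher and 411 of 413 lower under WD had the same sign here, and 186 and 172 of them were called. Only 1997 of the 6408 rows of Dataset S3 and 286 of the 7738 rows of Dataset S4 were at hand. Of the genes tested in that part, 1954 of 1962 higher and 236 of 240 lower under HS had the same sign, and 1556 and 201 were called. The paper's lists come from the same 12 libraries, so matching signs are not independent evidence.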
